# Genetic analysis of genes causing hypertension and stroke in spontaneously hypertensive rats: Gene expression profiles in the kidneys

**DOI:** 10.3892/ijmm.2015.2281

**Published:** 2015-07-10

**Authors:** YUKO WATANABE, MOMOKO YOSHIDA, KYOSUKE YAMANISHI, HIDEYUKI YAMAMOTO, DAISUKE OKUZAKI, HIROSHI NOJIMA, TERUO YASUNAGA, HARUKI OKAMURA, HISATO MATSUNAGA, HIROMICHI YAMANISHI

**Keywords:** attention-deficit hyperactivity disorder, kidney, gene expression profiles, hypertension, spontaneously hypertensive rats, stroke-prone spontaneously hypertensive rats

## Abstract

Spontaneously hypertensive rats (SHRs) and stroke-prone SHRs (SHRSP) are frequently used as models not only of essential hypertension and stroke, but also of attention-deficit hyperactivity disorder (ADHD). Normotensive Wistar-Kyoto (WKY) rats are normally used as controls in these studies. In the present study, we aimed to identify the genes causing hypertension and stroke, as well as the genes involved in ADHD using these rats. We previously analyzed gene expression profiles in the adrenal glands and brain. Since the kidneys can directly influence the functions of the cardiovascular, endocrine and sympathetic nervous systems, gene expression profiles in the kidneys of the 3 rat strains were examined using genome-wide microarray technology when the rats were 3 and 6 weeks old, a period in which rats are considered to be in a pre-hypertensive state. Gene expression profiles were compared between the SHRs and WKY rats and also between the SHRSP and SHRs. A total of 232 unique genes showing more than a 4-fold increase or less than a 4-fold decrease in expression were isolated as SHR- and SHRSP-specific genes. Candidate genes were then selected using two different web tools: the 1st tool was the Database for Annotation, Visualization and Integrated Discovery (DAVID), which was used to search for significantly enriched genes and categorized them using Gene Ontology (GO) terms, and the 2nd was Ingenuity Pathway Analysis (IPA), which was used to search for interactions among SHR- and also SHRSP-specific genes. The analyses of SHR-specific genes using IPA revealed that B-cell CLL/lymphoma 6 (*Bcl6*) and SRY (sex determining region Y)-box 2 (*Sox2*) were possible candidate genes responsible for causing hypertension in SHRs. Similar analyses of SHRSP-specific genes revealed that angiotensinogen (*Agt*), angiotensin II receptor-associated protein (*Agtrap*) and apolipoprotein H (*Apoh*) were possible candidate genes responsible for triggering strokes. Since our results revealed that SHRSP-specific genes isolated from the kidneys of rats at 6 weeks of age, included 6 genes related to Huntington's disease, we discussed the genetic association between ADHD and Huntington's disease.

## Introduction

Studies have been conducted in an attempt to identify the genes causing hypertension using 2 strains of hypertensive rats: spontaneously hypertensive rats (SHRs) and a substrain derived from the SHRs, stroke-prone SHRs (SHRSP) (1,2). Normotensive Wistar-Kyoto (WKY) rats are normally used as controls in these studies (1). Since SHRs and SHRSP are not only used as models of essential hypertension and stroke, but also as models of attention-deficit hyperactivity disorder (ADHD), it is expected that using these rats, it is possible identify the genes related not only to hypertension and stroke, but also to ADHD (3).

In our previous studies, we investigated gene expression profiles in the adrenal glands (4), and subsequently in the brain (5). Since the kidneys are logical candidate organs for studying hypertension due to their direct influence on body fluids and on the functions of the endocrine, cardiovascular and sympathetic nervous systems, in the present study, we aimed to investigate gene expression profiles in the kidneys. Since the association between kidney function and blood pressure is known to be influenced by numerous intrinsic and extrinsic factors, such as the renin-angiotensin system and catecholamine and aldosterone hormones (6), we compared gene expression profiles in the kidneys of SHRs and WKY rats and also between SHRSP and SHRs, when the rats were at 3 and 6 weeks old, a period in which rats are considered to be in a pre-hypertensive state. We isolated a total of 232 unique genes showing more than a 4-fold increase or less than a 4-fold decrease in expression.

After classifying these 232 genes into 4 groups according to their expression profiles, candidate genes were selected as significantly enriched genes, and categorized with Gene Ontology (GO) terms using the Database for Annotation, Visualization and Integrated Discovery (DAVID) web tools (7,8). Candidate genes were also selected using Ingenuity Pathway Analysis (IPA). The IPA path explorer tool revealed that B-cell CLL/lymphoma 6 (*Bcl6*) (9–13) and SRY (sex determining region Y)-box 2 (*Sox2*) (14,15) were possible candidate genes that trigger hypertension in SHRs. Moreover, our findings revealed that angiotensinogen (*Agt*), angiotensin II receptor-associated protein (*Agtrap*) (16–18) and apolipoprotein H (*Apoh*) (19) played pivotal roles among SHRSP-specific genes.

## Materials and methods

### Animals, RNA extraction, microarray design, microarray analysis and microarray data analysis, reverse transcription-quantitative polymerase chain reaction (RT-qPCR), DAVID and IPA

The details of these procedures have been described in our previous studies [Yamamoto *et al* (4) and Yoshida *et al* (5)].

### Animals

Three strains of rat, SHR/Izm, SHRSP/Izm and WKY/Izm, were provided by the Disease Model Cooperative Research Association, Kyoto, Japan. Three-week-old rats were purchased and maintained for 2 days in our animal facility and were used as 3-week-old rats. Five-week-old rats were purchased and, after being maintained for 1 week in our animal facility, were used as 6-week-old rats.

### RNA extraction

Briefly, total RNA was purified using a miRNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions.

### Microarray design

Expression profiling was generated using a 4x44K whole rat genome oligo microarray version 3.0 G2519F (Agilent Technologies Inc., Santa Clara, CA, USA). Eighteen microarray analyses as 1 color experiment were performed using the WKY rats, SHRs, and SHRSP at 3 and 6 weeks old as biological triplicates. Each gene expression profile was compared between the SHRs and WKY rats and also between the SHRSP and SHRs.

### Microarray analysis

Total RNA (200 ng) was reverse transcribed into double-stranded cDNA by the AffinityScript Multiple Temperature Reverse Transcriptase (Agilent Technologies Inc.) and amplified. The resulting cDNA was used for *in vitro* transcription by T7-polymerase and labeled with cyanine-3-labeled cytosine triphosphate (Perkin-Elmer, Wellesley, MA, USA) using a Low Input Quick Amp Labeling kit (Agilent Technologies Inc.). After being labeled and fragmented, each cRNA sample was hybridized on Agilent 4×44K whole rat genome arrays (Agilent Design #028282). After washing, the slides were scanned using an Agilent Microarray Scanner (G2505C; Agilent Technologies Inc.). Feature Extraction software (version 10.5.1.1) was used to convert the images into gene expression data.

### Microarray data analysis

Raw data were imported into Subio Platform version 1.12 (Subio Inc., Kagoshima, Japan) and raw intensity data were normalized to the 75th percentile intensity of probes above background levels (gIsWellAbove=1). SHR- and SHRSP-specific genes were defined as those with signal ratios with more than a 4.0-fold increase or less than a 4.0-fold decrease in expression. Raw data have been accepted in the Gene Expression Omnibus (GEO, accession no. GSE41453).

### RT-qPCR

To validate the results obtained by the microarray analysis, 11 enriched genes were randomly selected from 39 enriched unique genes, and RT-qPCR was performed under 15 different experimental conditions. Statistical comparisons between the microarray and RT-qPCR data were performed using Spearman's rank correlation test.

### DAVID web tool analysis

Annotation enrichment analysis was performed using the DAVID (http://david.abcc.ncifcrf.gov/) web tool (version 6.7, 2010) (7,8) with GenBank IDs bearing Entrez Gene ID (Table I, unique genes identified). This web-based resource provides a set of functional annotation tools for the statistical enrichment of genes categorized into GO terms. We used the GO FAT category, which filtered out very broad GO terms to identify statistically enriched functional groups. The annotated gene and protein symbols were written in italic and regular fonts, respectively.

### IPA

IPA software (IPA^®^; Qiagen Redwood City, CA, USA, http://www.qiagen.com/ingenuity) was applied to microarray analyses that were conducted to provide functionality for the interpretation of the gene expression data. IPA was performed with Agilent probe IDs bearing Entrez Gene ID as an input for data (Table I, mapped probes). This web tool was used to overlay functions and diseases, and to categorize SHR- and SHRSP-specific genes according to disease-related or functional annotations. It identified the biological functions and/or diseases in the Ingenuity Knowledge Base (Spring 2014 version) that were the most significant to each of the category sets. The probability of the assignment was expressed by a P-value calculated using the right-tailed Fisher's exact test. The path explorer tool was also used to identify relevant interactions among SHR- and SHRSP-specific genes and to identify the shortest literature-supported paths between genes.

IPA was performed using the IPA database (Spring 2014 release of IPA) and the probe IDs of each gene. The data obtained with DAVID were based on the database (version 6.7, 2010) and GenBank IDs of each gene. Since the renewal dates of these two databases were different, small differences were observed between these two annotation results.

## Results

### Isolation and classification of SHR- and SHRSP-specific genes

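Kidney RNA of 3 rat strains was measured on 18 one-colour Agilent 4x44K whole rat genome arrays. WKY rats are the normotensive control strain, SHRs develop hypertension as they grow, and SHRSP are a substrain of SHRs prone to stroke. Each strain was examined at 3 and 6 weeks of age with 3 biological replicates, which gave 6 groups of 3 arrays. The authors labelled the RNA with cyanine-3 and read the scanned images with Feature Extraction, and they deposited the scanner output of every array. The processed signal in it is an intensity on a linear scale from which the background has been subtracted, and it has not been scaled between arrays. On each array 42877 spots were not controls and carried 30367 different probes. A total of 1390 of these probes were printed at 10 spots each, and spots of the same probe were averaged. Between 70.8% and 76.9% of the spots on an array were well above background, and 0 spots were saturated. The number of arrays limits the precision of every value. Each signal was divided by the 75th percentile of the spots well above background on its own array, as in Materials and methods, and the log2 of this ratio was used. Before scaling, that percentile lay between 1857 and 3996 intensity units. The authors applied this scaling in the Subio Platform, whose output was not used here, and the paper's text does not name the test behind the P-values of Table V. All 6 groups were therefore fitted together with limma, and the p-values were adjusted by the Benjamini-Hochberg method over the probes tested. A probe was tested in a comparison when it was well above background on all arrays of at least 1 of the 2 groups. It was counted as specific when its log2 fold change was beyond 2 in either direction (4-fold) with an adjusted p under 0.05. Where a probe was not well above background on any array of 1 group, its fold change is only a bound, and the signal of the bright group was then set against the lowest signal well above background on the dim arrays, or against the dim probe's own signal if that was higher. Such values are written as at least so many fold, and the log2 fold changes printed with them are the fitted ones. A further 8 probes were left out because every spot of them on some array was marked as not uniform or as an outlier among its copies.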

We compared gene expression profiles between the SHRs and WKY rats and also between the SHRSP and SHRs, at 3 and 6 weeks of age, and isolated SHR- and SHRSP-specific genes using genome-wide microarray technology. Since we expected the expression of candidate genes to be regulated before elevations in blood pressure (BP), i.e., in the pre-hypertensive period, we examined the expression profiles of each probe using RNA samples prepared from the kidneys, and isolated a total of 353 SHR- and SHRSP-specific probes showing more than a 4-fold increase or less than a 4-fold decrease in expression (Table I).

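In the 4 comparisons, 340 probes in all passed the 4-fold limit and the test. As a probe can be specific in more than 1 comparison, these were 229 different probes. Replicate arrays of the same group correlated with r between 0.9919 and 0.9985 across 18401 probes, and probes are not independent replicates. SHRSP at 3 weeks of age had the lowest of these correlations. Table V of the paper lists 95 pairs of a gene and a comparison. All 95 had the direction that the paper gives, and 79 of them passed both the 4-fold limit and the test. In each of the 95 pairs the 3 arrays of 1 group did not overlap with the 3 arrays of the other. The paper chose these pairs for their difference on the same arrays, so neither agreement is an independent test.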

We classified the 353 probes into 4 groups, from G-1 to G-4 (Table I). G-1 probes were isolated from the rats at 3 weeks of age and contained 87 SHR-specific probes. 

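For G-1, 19664 probes were tested between SHRs and WKY rats at 3 weeks of age, and 73 of them were specific. The signal was higher in SHRs for 43 and lower for 30. The 4-fold limit without any test gave 76 probes, and 1586 probes had an adjusted p under 0.05 at any fold change. Of the other settings, a 2-fold limit moved the number most, to 311. Among specific probes mapped to a gene symbol, without gene names that begin with LOC or RGD, the 5 genes with the largest fitted fold changes were Vegfb, Apoh, Myo16, Oxnad1 and Spock2. The log2 normalized signal of Vegfb was -8.69 ± 0.26 (SD, n = 3) in SHRs and -0.25 ± 0.21 (SD, n = 3) in WKY rats, a log2 fold change of -8.45 (standard error 0.136, adjusted p = 4.14e-14 from limma). Since no SHR array was well above background, Vegfb was at least 97.7-fold lower in SHRs. In the same way Apoh was at least 23.8-fold lower, with a log2 fold change of -5.99 (standard error 0.462, adjusted p = 9.47e-07), and Myo16 at least 11.2-fold lower. Oxnad1 was at least 6.02-fold higher in SHRs, as no WKY array was well above background. One probe of Spock2 was at least 11.6-fold higher in SHRs, and its other probe was 7.37-fold higher. The 5 genes were taken only from probes whose arrays did not overlap between the groups, so their separation is no added evidence.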

Their expression profiles were displayed as a heatmap using the Subio Platform (Fig. 1). These 87 probes corresponded to 69 unique genes, 44 of which showed more than a 4-fold increase and 25 showed less than a 4-fold decrease in expression (Table I). 

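Gene symbols were given to the probes through a table of RefSeq genes that lists accessions and synonyms, in place of the Entrez Gene IDs used by the authors. By this table, 51 of the 73 G-1 probes were mapped and 22 were not. The mapped probes stood for 48 unique genes, of which 29 showed a higher and 19 a lower signal in SHRs. Counted by the gene names that the array files give, mapped or not, there were 70 names.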

G-2 contained 96 SHR-specific genes isolated from the rats at 6 weeks of age, G-3 contained 35 SHRSP-specific genes isolated from the rats at 3 weeks of age, and G-4 contained 32 SHRSP-specific genes isolated from the rats at 6 weeks of age (Table I).

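At 6 weeks of age, 166 of 20416 probes tested differed between SHRs and WKY rats, 54 with a higher and 112 with a lower signal in SHRs. The median log2 fold change of all probes tested in this comparison was -0.115, so the limit was reached slightly sooner by probes with a lower signal. Between SHRSP and SHRs, 55 of 19938 probes differed at 3 weeks of age (24 higher and 31 lower in SHRSP) and 46 of 19668 at 6 weeks of age (29 higher and 17 lower). The mapped genes numbered 84 for G-2, 24 for G-3 and 20 for G-4. Probes without a gene symbol and gene names that begin with LOC or RGD, some of them with larger fold changes, were left out of the following lists. The lists go by the fitted fold change, and where it is only a bound the place in the list is not established. In G-2 the largest fitted fold changes were those of Serpina3m (at least 10.2-fold higher in SHRs), Cyp8b1 (at least 16.7-fold higher), Agtrap, Oxnad1 (at least 4.72-fold higher) and Myo16 (at least 13.0-fold lower). In G-3 they were those of Vegfb, Apoh, Agtrap, Haghl and Ephx2, and in G-4 those of Vegfb, Apoh, Agtrap, Rxrg and Haghl. Haghl was at least 5.11-fold lower in SHRSP than in SHRs at 3 weeks and at least 4.21-fold higher at 6 weeks. A total of 31 probes were specific in both G-3 and G-4, and the fold change of all 31 had the opposite sign at the 2 ages. The 2 fold changes come from different arrays. An exchange of the SHR and SHRSP labels at either age stays open for this reversal and for every later one.

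**Figure D1:**
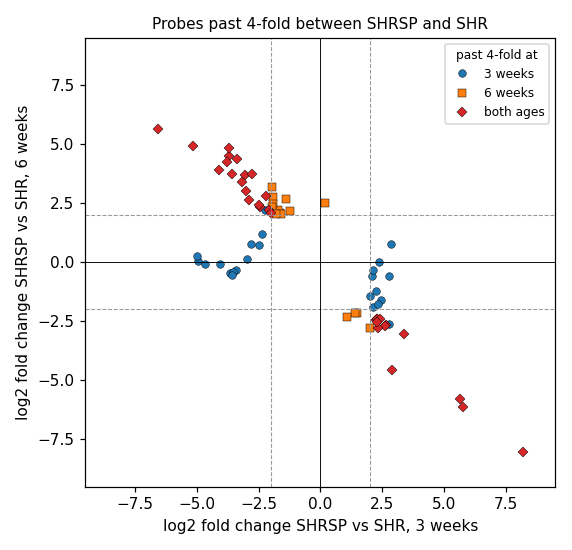
Log2 fold change of SHRSP against SHRs at 3 weeks (horizontal axis) and 6 weeks of age (vertical axis) for the 70 probes that were specific (4-fold limit and test) at 1 or both ages, each fold change being the difference of the means of 3 arrays; the dashed lines mark 4-fold. Of these probes, 61 have opposite signs at the 2 ages, among them all 31 that were specific at both.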

### Categorization and enrichment of SHR- and SHRSP-specific genes

Using the DAVID web tools, the candidate genes causing hypertension, stroke and ADHD were selected from each group as significantly enriched genes. We isolated a total of 61 enriched genes consisting of 39 unique genes (Table II).

In order to verify the results obtained from microarray analysis, we randomly selected 11 out of the 39 genes (Table III-A), performed 15 real-time RT-qPCR experiments (Table III-B), and compared the results obtained with those of the micro-array experiments by applying Spearman's rank correlation test. 

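The 15 RT-qPCR fold changes of Table III-B are the paper's, and the array fold changes set beside them are those fitted here. Both are signed, with a decrease written as a negative fold. In 14 of the 15 comparisons, both methods gave the same direction. The paper's RT-qPCR value for Apoh was -10.2 in G-1, 9.84 in G-3 and -8.05 in G-4, and the arrays gave -63.5, 54.4 and -70.4. These 3 array values, and those of Oxnad1, Gdnf and Hsd17b13, are fitted folds in which 1 of the groups was not well above background. Oxnad1 in G-2 was the exception, at -1.20 by RT-qPCR in the paper and 21.8 on the arrays. The Spearman rank correlation over the 15 comparisons was 0.814 (two-sided permutation test with 100000 resamples, p = 3.6e-04), and Pearson's r was 0.906. The 15 comparisons come from 11 genes and the same 18 arrays, and are not independent. The rank correlation was 0.071 within the 8 comparisons with an increase on the arrays and 0.821 within the 7 with a decrease. Normexp background correction moved it most over all 15, to 0.95.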

The results supported a correlation between the reults of these two different experiments as rs=0.814 with a two-tailed P-value <0.001.

A total of 69 G-1 genes included 26 enriched genes categorized with 3 GO terms: i) GO:0005576 (extracellular region); ii) GO:0008289 (lipid binding); and iii) GO:0055114 (oxidation reduction) (Table II, G-1). 

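Some genes of G-1 stand under more than 1 GO term in Table II, which names 21 different genes for this group. On the arrays, 18 of the 21 passed the 4-fold limit and the test between SHRs and WKY rats at 3 weeks of age. Among the genes of the extracellular region these were 11 of 13, among those of lipid binding 5 of 6, and among those of oxidation reduction 7 of 7. The exceptions were Fibin, Snap91 and Spink3. Fibin reached 3.50-fold by one probe and 3.99-fold by its other, each being at least 2.89-fold and at least 2.06-fold higher, respectively, because no WKY array was well above background. Snap91 was well above background on only 2 of 3 SHR arrays and on no WKY array, and was not tested. Of the 21 genes, 15 had a higher signal in SHRs, among them Cyp4a2 with a log2 fold change of 3.64 (standard error 0.21, adjusted p = 4.18e-08 from limma) and Dhrs7 with 3.79 (standard error 0.296, adjusted p = 1.04e-06, 2 of 3 WKY arrays well above background). LOC360919 was among the 6 with a lower signal, at -2.34 (standard error 0.07, adjusted p = 3.68e-11), and its other probe was 5.38-fold lower. A second probe of Rdh16, of oxidation reduction, was 3.145-fold higher in SHRs, under the 4-fold limit.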

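At 6 weeks of age, 15 of the 18 different genes that Table II gives for G-2 passed the 4-fold limit and the test between SHRs and WKY rats. The exceptions were Ace, Glp1r and Rdh7, and Rdh7 was well above background on only 1 of 3 SHR arrays and on no WKY array. All 3 genes of fat-soluble vitamin metabolism, namely Cyp24a1, Gc and Rdh16, were higher in SHRs. Gc had a log2 fold change of 2.83 (standard error 0.323, adjusted p = 2.75e-05 from limma), Rdh16 one of 2.67 (standard error 0.17, adjusted p = 7.38e-08), and Cyp2c11, of oxidation reduction, one of 3.10 (standard error 0.448, adjusted p = 1.97e-04). A second probe of Rdh16 gave 4.43-fold. The second probes of Cyp24a1 and Smpd3 did not pass, at 3.43-fold (at least 2.49-fold) and 1.76-fold (at least 1.36-fold) higher in SHRs.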

A total of 96 G-2 genes included 24 enriched genes categorized with 4 GO terms: i) GO:0003013 (circulatory system process); ii) GO:0055114 (oxidation reduction); iii) GO:0010817 (regulation of hormone levels); and iv) GO:0006775 (fat-soluble vitamin metabolic process) (Table II, G-2).

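In the comparison of SHRSP with SHRs at 3 weeks of age, all 6 genes of G-3 in Table II passed the 4-fold limit and the test. Agt, Kng2, Apoh and Hrg were higher in SHRSP, and Agtrap and Ephx2 were lower.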

A total of 35 G-3 genes included 6 enriched genes categorized with 2 GO terms: i) GO:0003013 (circulatory system process); and ii) GO:0051918 (negative regulation of fibrinolysis) (Table II, G-3). 

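At 6 weeks of age, 4 of the 5 genes of G-4 in Table II passed the 4-fold limit and the test between SHRSP and SHRs. Lilrb3l was higher in SHRSP, and Apoh, Hrg and Zbtb16 were lower. With slide as a block, Lilrb3l and Zbtb16 did not pass, but only 1 SHRSP array shared a slide with SHRs, and that fit rests on it. The remaining gene, Ccr1, was well above background on 2 of 3 SHR arrays and on no SHRSP array.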

A total of 32 G-4 genes included 5 enriched genes categorized with 2 GO terms: i) GO:0051918 (negative regulation of fibrinolysis) and ii) GO:0030097 (hemopoiesis) (Table II, G-4).

Although 26 enriched G-1 genes and 5 G-4 genes did not include genes categorized with circulatory system process, 24 enriched G-2 genes included 7 genes, and 6 enriched G-3 genes included 4 genes categorized with circulatory system process, respectively (Table II).

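Of the 7 genes of G-2 under circulatory system process, 5 passed the 4-fold limit and the test. Cftr had a log2 fold change of 2.49 in SHRs against WKY rats (standard error 0.297, adjusted p = 4.18e-05 from limma), and a second probe was at least 2.12-fold higher. Mylpf had one of 2.5 (standard error 0.14, adjusted p = 2.18e-08). Ace was lower in SHRs by 2.61-fold, with an adjusted p of 5.68e-06, and its second, dimmer probe was at least 4.22-fold lower. Glp1r was 2.32-fold lower (adjusted p = 1.20e-04), and a second probe gave 4.53-fold, with 2 of 3 WKY arrays and no SHR array well above background.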

### Functions and disease-related annotations of SHR- and SHRSP-specific genes

As described above, the SHR- and SHRSP-specific genes were classified into 4 groups (Table I), and then categorized based on disease-related or functional annotations using IPA. The results obtained are summarized in Table IV, and identified among other significantly enriched functional categories, such as ‘endocrine system disorders', ‘cardiovascular disease', ‘cardiovascular system development and function' and ‘hereditary disorder' (Table IV).

G-1 genes included 2 genes, cystic fibrosis transmembrane conductance regulator (*Cftr*) and serine peptidase inhibitor, Kazal type 3 (*Spink3*) categorized as ‘endocrine system disorders (idiopathic pancreatitis)' (Table IV, G-1) (20,21). 

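The log2 normalized signal of Cftr at 3 weeks of age was -3.37 ± 0.72 (SD, n = 3) in SHRs and -6.02 ± 0.23 (SD, n = 3) in WKY rats, a log2 fold change of 2.65 (standard error 0.297, adjusted p = 3.87e-05 from limma). A second probe of Cftr was not well above background on any of these arrays. With the normexp background correction, Cftr no longer passed the 4-fold limit. The signal of Spink3 was -6.61 ± 0.07 (SD, n = 3) in SHRs and -8.73 ± 0.42 (SD, n = 3) in WKY rats. It was well above background on 1 SHR array and no WKY array, so that it was not tested, and its difference is a bound of at least 1.34-fold.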

G-2 genes included 8 genes: angiotensin I converting enzyme (*Ace*), deiodinase, iodothyronine, type II (*Dio2*), acyl-Coenzyme A oxidase 2 (*Acox2*), fin bud initiation factor homolog (*Fibin*), flavin-containing monooxygenase 2 (*Fmo2*), indolethylamine N-methyltransferase (*Inmt*), myosin XVI (*Myo16*) and zinc finger and BTB domain containing 16 (*Zbtb16*) categorized as ‘cardiovascular disease (hypertension)' (Table IV, G-2) (22–24). 

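Of the 8 genes, 7 passed the 4-fold limit and the test between SHRs and WKY rats at 6 weeks of age, and Ace did not with the probe of higher signal. Acox2 had a log2 fold change of 2.80 (standard error 0.09, adjusted p = 5.78e-11 from limma), Fmo2 one of 2.32 (standard error 0.096, adjusted p = 9.68e-10) and Inmt one of 2.33 (standard error 0.132, adjusted p = 2.36e-08), with all arrays well above background. A second probe of Fmo2 was 4.36-fold higher. In Dio2, Fibin and Zbtb16 no WKY array was well above background, and these genes were at least 1.78-fold, 3.30-fold and 5.30-fold higher in SHRs. Only Myo16 and Ace were lower in SHRs among the 8. The bounds of Dio2 and Fibin lie under 4-fold, and both lost their call when low signals were raised to the lowest signal well above background.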

G-3 genes included 6 genes: *Agt*, *Apoh*, epoxide hydrolase 2 (*Ephx2*), histidine-rich glycoprotein (*Hrg*), ryanodine receptor 1 (*Ryr1*) and vascular endothelial growth factor B (*Vegfb*) categorized as ‘cardiovascular system development and function (development of cardiovascular system)' (Table IV, G-3) (25–30). 

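A total of 5 of these genes passed the 4-fold limit and the test. The log2 normalized signal of Vegfb was -0.51 ± 0.09 (SD, n = 3) in SHRSP, a log2 fold change of 8.18 against SHRs (standard error 0.136, adjusted p = 6.56e-14 from limma). No SHR array was well above background, which makes it at least 81.1-fold higher in SHRSP. The Vegfb probe lies on chromosome 1 of rn4, from 209657830 to 209657889, and no second probe was on the array. Ryr1 was the gene that did not pass. Its signal was -9.19 ± 0.16 (SD, n = 3) in SHRSP and -7.27 ± 0.47 (SD, n = 3) in SHRs, with 1 of 3 SHR arrays and no SHRSP array well above background, so it was not tested. Ryr1 is matched to its probe by a synonym. A second probe of Ryr1 was not well above background in either group.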

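The log2 normalized signal of Rxrg at 6 weeks of age was -5.47 ± 0.22 (SD, n = 3) in SHRSP and -0.88 ± 0.05 (SD, n = 3) in SHRs, a log2 fold change of -4.58 (standard error 0.151, adjusted p = 1.73e-10 from limma). Banp was also lower in SHRSP, with a log2 fold change of -2.34 (standard error 0.194, adjusted p = 2.71e-06). Ryr1 was higher in SHRSP, at -3.75 ± 0.20 (SD, n = 3) against -6.51 ± 0.30 (SD, n = 3), a log2 fold change of 2.76 (standard error 0.221, adjusted p = 1.91e-06), with 2 of 3 SHR arrays well above background. A second probe of Ryr1 was not well above background on any of these arrays and gave 0.45, which was not tested. Rbfox1 was well above background on 1 SHRSP array and no SHR array. It was not tested, and its difference is a bound of at least 1.1-fold higher in SHRSP.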

G-4 genes included 6 genes: Btg3 associated nuclear protein (*Banp*), *Ephx2*, retinoid X receptor gamma (*Rxrg*), *Ryr1*, RNA-binding protein fox-1 homolog 1 (*Rbfox1*) and *Zbtb16* categorized as ‘hereditary disorder (Huntington's disease)' (Table IV, G-4) (31–33).

### Interactions among SHR-specific G-1 and G-2 genes

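Among the genes of G-1 that the paper sets in interaction with genes of G-2, Rxrg was lower in SHRs than in WKY rats at 3 weeks of age, with a log2 fold change of -3.47 (standard error 0.151, adjusted p = 2.61e-09 from limma), and Gc was higher, with one of 2.95 (standard error 0.323, adjusted p = 2.95e-05). Of the genes of G-2 at 6 weeks of age, Cyp24a1 had a log2 fold change of 2.15 (standard error 0.228, adjusted p = 1.41e-05), and a second probe of it was at least 2.49-fold higher. Pcdh9 had one of -2.80 (standard error 0.328, adjusted p = 3.59e-05), with 2 of 3 SHR arrays well above background. Spib was at least 1.93-fold lower in SHRs. At 3 weeks of age Cyp24a1 did not differ (log2 fold change -0.32, adjusted p = 5.35e-01). The arrays measure the level of each gene and hold no measurement of an interaction.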

Since our working hypothesis is that G-1 genes include genes that regulate the expression of G-2 genes, we examined the interactions between 69 G-1 and 96 G-2 genes using IPA, and found 5 direct and 3 indirect interactions (Table I and Fig. 2): *Rxrg* and group-specific component (*Gc*) interacted with cytochrome P450 subfamily 24 (*Cyp24a1*) (34,35); *Bcl6* interacted with the following 3 genes: *Zbtb16* (9,10), protocadherin 9 (*Pcdh9*) (11) and Spi-B transcription factor (*Spib*) (12); *Cftr* interacted with *Ephx2* (36); tumor protein p73 (Tp73) interacted with tetraspanin 1 (*Tspan1*) (37); and *Sox2* interacted with *Tp73* (14).

Other than the 8 interactions between the G-1 and G-2 genes, we identified 3 interactions among the G-1 genes: *Tp73* interacted with *Tspan1*; *Sox2* interacted with *Tp73*; *Sox2* interacted with connective tissue growth factor (*Ctgf*) (38); and among the G-2 genes: *Gc* interacted with *Cyp24a1*; *Cftr* interacted with *Ephx2*; *Tp73* interacted with *Tspan1*, respectively. 

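Tp73 was not well above background on any WKY array, and was at least 4.81-fold higher in SHRs at 3 weeks and at least 3.19-fold higher at 6 weeks of age. Tspan1 was lower in SHRs at both ages, with log2 fold changes of -2.79 (standard error 0.128, adjusted p = 3.78e-09 from limma) and -2.48 (standard error 0.128, adjusted p = 9.57e-09). Ctgf was higher in SHRs at 3 weeks, with a log2 fold change of 2.23 (standard error 0.208, adjusted p = 6.36e-06), and by 2.08-fold at 6 weeks (adjusted p = 1.96e-03). With slide as a block, Ctgf no longer passed at 3 weeks, but only 1 SHR array shared a slide with WKY rats, and that fit rests on it.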

We also found 12 and 16 self-control genes among the SHR-specific G-1 and G-2 genes, respectively (Fig. 2).

However, we did not detect any interactions between the G-1 genes and the majority of BP-controlling G-2 genes, such as *Ace*, *Agtrap*, *Cftr*, glucagon-like peptide 1 receptor (*Glp1r*), kininogen 2 (*Kng2*), myosin light chain, phosphorylatable, fast skeletal muscle (*Mylpf*), *Acox2*, *Dio2*, *Fibin*, *Fmo2*, *Inmt* and *Myo16* (Table II, G-2; GO:0003013, circulatory system process and Table IV, G-2; cardiovascular disease: hypertension).

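Of these 12 genes, 10 passed the 4-fold limit and the test at 6 weeks of age, 8 of the 12 were higher in SHRs and 4 were lower. At 3 weeks of age Mylpf was already 3.41-fold higher in SHRs (adjusted p = 1.19e-06 from limma), while Ace differed by 1.12-fold (adjusted p = 6.19e-01).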

### Interactions among SHRSP-specific G-3 and G-4 genes

Since the enriched G-3 genes were expected to regulate the expression of the G-4 genes, we examined the interactions between 35 G-3 and 32 G-4 genes using IPA, and found that *Agt* interacted not only with *Agtrap* (16,17) expressed in the rats at 3 and 6 weeks of age, but also indirectly interacted with *Zbtb16* (39) expressed in the rats at 6 weeks of age (Fig. 3). 

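Agtrap had a log2 fold change of 4.90 in SHRSP against SHRs at 6 weeks of age (standard error 0.124, adjusted p = 1.12e-11 from limma). Zbtb16 was not well above background on any SHRSP array at this age, and was at least 4.40-fold lower in SHRSP (log2 fold change -2.77, standard error 0.513, adjusted p = 6.02e-03). With slide or scan day as a block, Zbtb16 did not pass, but both fits rest on the only 1 SHRSP array that shared these with SHRs.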

In addiiton, a total of 5 self-control genes, such as *Agtrap*, *Ephx2*, *Apoh*, *Ryr1* and zinc finger protein 597 (*Zfp597*) were found to be expressed in the SHRSP at 3 and 6 weeks of age (Fig. 3).

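Zfp597 was higher in SHRSP at 3 weeks of age, with a log2 fold change of 2.63 (standard error 0.131, adjusted p = 1.56e-08 from limma), and lower at 6 weeks, with one of -2.65 (standard error 0.131, adjusted p = 9.80e-09). Apoh was at least 24.3-fold lower in SHRSP at 6 weeks. For Agtrap, Ephx2, Apoh, Ryr1 and Zfp597, as for Vegfb, the fold change of SHRSP against SHRs had opposite signs at the 2 ages. This holds for the labels as given, and an exchange of the SHR and SHRSP labels at either age stays open. The change in the log2 fold change from 3 to 6 weeks of age was 10.06 for Agtrap (standard error 0.176, adjusted p = 6.73e-14), tested as a contrast of the 4 groups in limma. It was -5.29 for Zfp597 (standard error 0.185, adjusted p = 1.20e-10).

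**Figure D2:**
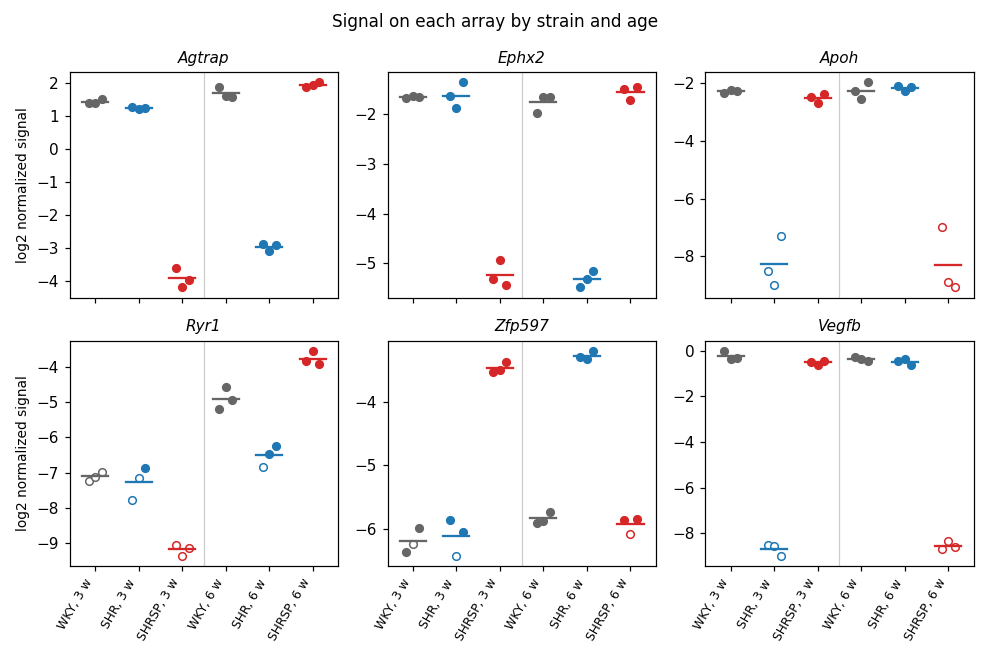
Log2 normalized signal (vertical axes, a separate scale for each gene) of 6 genes on each of the 18 arrays by strain and age (horizontal axis); filled circles are arrays well above background, open circles are not, and bars are the means of 3 arrays. For Agtrap the means are 1.45, 1.25 and -3.91 in WKY rats, SHRs and SHRSP at 3 weeks and 1.70, -2.95 and 1.96 at 6 weeks.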

The description and reference of each gene are summarized in Table V.

## Discussion

### General considerations

The first aim of the present study was to identify candidate genes that triggered hypertension in SHRs, the second was to identify genes related to stroke-prone symptoms, and the third was to identify genes related to ADHD. We compared gene expression profiles between SHRs and WKY rats and also between SHRSP and SHRs at 3 and 6 weeks of age, and isolated a total of 232 unique genes showing more than a 4-fold increase or less than a 4-fold decrease in expression as SHR- or SHRSP-specific genes (Table I). We expected a number of these genes to be related to hypertension, susceptibility to stroke and ADHD.

### Interactions among SHR-specific G-1 and G-2 genes

The IPA path explorer tool suggested the presence of 5 direct interactions between 69 G-1 and 96 G-2 genes (Fig. 2): i) *Rxrg* interacted with *Cyp24a1* (34); *Bcl6* interacted with the following 3 genes: ii) *Zbtb16* (9,10), iii) *Pcdh9* (11) and iv) *Spib* (12); and v) *Sox2* interacted with *Tp73* (14).

- *Rxrg* and *Cyp24a1*: *Rxrg* encodes a member of the retinoid X receptor (Rxr) family of nuclear receptors, which are involved in mediating the antiproliferative effects of retinoic acid. This receptor forms dimers with retinoic acid, thyroid hormone and vitamin D receptors, increasing both DNA binding and transcriptional function on their respective response elements. *Cyp24a1* encodes a member of the cytochrome P450 superfamily of enzymes. Cytochrome P450 proteins are monooxygenases that catalyze a number of reactions involved in drug metabolism and the synthesis of cholesterol, steroids and other lipids. By regulating vitamin D3 levels, this enzyme plays a role in calcium homeostasis and the vitamin D endocrine system.
- *Bcl6* and *Zbtb16*: *Bcl6* encodes a zinc finger transcription factor and contains an N-terminal POZ domain. This protein acts as a sequence-specific repressor of transcription, and has been shown to modulate the transcription of START-dependent IL-4 responses in B cells. This protein can interact with various POZ-containing proteins that function as transcription corepressors. *Zbtb16* is a member of the Kruppel C2H2-type zinc-finger protein family and encodes a zinc finger transcription factor that contains nine Kruppel-type zinc finger domains at the carboxyl terminus. This protein is located in the nucleus, is involved in cell cycle progression, and interacts with a histone deacetylase.
- *Bcl6* and *Pcdh9*: *Pcdh9* encodes a member of the protocadherin family, and of transmembrane proteins containing cadherin domains. These proteins mediate cell adhesion in neural tissues in the presence of calcium. The encoded protein may be involved in signaling at neuronal synaptic junctions.
- *Bcl6* and *Spib*: *Spib* encodes a transcriptional activator that binds to the PU-box (5′-GAGGAA-3′) and acts as a lymphoid-specific enhancer.
- *Sox2* and *Tp73*: *Sox2* encodes a member of the SRY-related HMG-box (SOX) family of transcription factors involved in the regulation of embryonic development and in the determination of cell fate. The product of this gene is required for stem-cell maintenance in the central nervous system, and also regulates gene expression in the stomach. *Tp73* encodes tumor protein p53, which responds to diverse cellular stresses to regulate the target genes that induce cell cycle arrest, apoptosis, senescence, DNA repair, and changes in metabolism. The p53 protein is expressed at low levels in normal cells and at high levels in various transformed cell lines, in which it has been suggested to contribute to transformation and malignancy. p53 is a DNA-binding protein that contains transcription activation, DNA-binding and oligomerization domains. It has been postulated to bind to a p53-binding site and activate the expression of downstream genes that inhibit growth and/or invasion, thereby functioning as a tumor suppressor.

Other than these 5 direct interactions between G-1 and G-2 genes, we identified one direct interaction between G-1 genes; *Sox2* interacted with *Ctgf* (38), which encodes a mitogen that is secreted by vascular endothelial cells. This encoded protein plays a role in chondrocyte proliferation and differentiation, cell adhesion in many cell types, and is related to platelet-derived growth factor. *Ctgf* has been linked to the development and progression of diabetic vascular and renal disease. Low-density lipoproteins (LDL) have previously been shown to induce the expression of *Ctgf* in aortic endothelial cells (40) (Fig. 2).

### SHR-specific G-1 and G-2 genes related to hypertension

Even based on the interactions, described above, we were unable to pinpoint the candidate gene(s) causing hypertension. Although these predicted interactions included the hypertension-related G-2 genes, *Ephx2* and *Zbtb16*, they did not include other hypertension-related genes, such as *Ace*, *Agtrap*, *Cftr*, *Glp1r*, *Kng2*, *Mylpf*, *Acox2*, *Dio2*, *Fibin*, *Fmo2*, *Inmt* and *Myo16* (Table II, G-2; GO:0003013, circulatory system process and Table IV, G-2; cardiovascular disease: hypertension). In order to identify further interactions between SHR-specific G-1 and G-2 genes, we applied the IPA path explorer tool, suggested the presence of one gene that assisted in these interactions, and found such a condition when we proposed the *Jun* proto-oncogene (*Jun*) (41), which interacts directly with specific target DNA sequences to regulate gene expression. 

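Jun was measured on all 18 arrays. Its log2 fold change in SHRs against WKY rats was 0.23 at 3 weeks (standard error 0.224, adjusted p = 6.79e-01 from limma) and -0.25 at 6 weeks of age (standard error 0.224, adjusted p = 4.43e-01). Of the genes set in relation to it, Ankrd35 was not well above background on any SHR array at 3 weeks and was at least 1.95-fold lower than in WKY rats. It did not pass the 4-fold limit without replicate 1 of SHRs, at a log2 fold change of -1.69. Gdnf was at least 1.70-fold lower in SHRs at 3 weeks and at least 2.22-fold lower at 6 weeks. Nefh was higher by a log2 fold change of 2.04 at 3 weeks, at least 2.47-fold, and of 1.92 at 6 weeks, at least 2.51-fold.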

The presence of *Jun* has been shown to facilitate interactions between 3 G-1 genes: *Bcl6* (13), *Sox2* (15) and ankyrin repeat domain 35 (*Ankrd35*) (42), and 8 G-2 genes: *Spib* (43), *Ephx2* (44), *Tp73* (45), *Dio2* (46), cytochrome P450, family 8, subfamily b, polypeptide 1 (*Cyp8b1*) (47), *Mylpf* (48), glial cell derived neurotrophic factor (*Gdnf*) (49) and neurofilament, heavy polypeptide (*Nefh*) (50) (Fig. 2).

These findings suggested that *Bcl6* and *Sox2* were the candidate genes responsible for causing hypertension in SHRs.

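The probe of Bcl6 lies on chromosome 11 of rn4, from 79030469 to 79030528. The log2 normalized signal of Bcl6 at 3 weeks of age was 1.97 ± 0.27 (SD, n = 3) in SHRs and 0.00 ± 0.55 (SD, n = 3) in WKY rats. The log2 fold change was 1.97 (standard error 0.453, adjusted p = 1.28e-02 from limma), or 3.91-fold, just under the 4-fold limit. It was 2.00 with the 75th percentile over all probes and with quantile normalization, both past the limit. Without replicate 1 of WKY rats it was 1.75 with an adjusted p of 6.75e-02, the highest of its alternatives, which went down to 2.48e-03, and without replicate 2 it was 2.27. At 6 weeks of age Bcl6 was 2.93-fold higher in SHRs (adjusted p = 1.99e-02). The probe of Sox2 lies on chromosome 2, from 120970327 to 120970386. Its signal at 3 weeks was -6.93 ± 0.12 (SD, n = 3) in SHRs, where 1 of 3 arrays was well above background, and -3.95 ± 0.13 (SD, n = 3) in WKY rats, a log2 fold change of -2.98 (standard error 0.164, adjusted p = 2.56e-08). With normexp background correction it was -1.56. A second probe of Sox2 was well above background on only 1 of these 6 arrays and gave -0.96, which was not tested. At 6 weeks Sox2 was 3.58-fold lower in SHRs (adjusted p = 2.54e-06). From the interactions of Bcl6 and Sox2 with genes of G-2, some of them through Jun, which is not a gene of G-2, the paper proposes Bcl6 and Sox2 as candidates for the cause of hypertension in SHRs.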

### Interactions among SHRSP-specific G-3 and G-4 genes

Since the candidate gene(s) found to cause stroke in SHRSP were expected to be included in the G-3 genes, we focused on the interaction between G-3 and G-4 genes (Fig. 3). 

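At 3 weeks of age, the log2 normalized signal of Ephx2 was -5.23 ± 0.26 (SD, n = 3) in SHRSP and -1.64 ± 0.26 (SD, n = 3) in SHRs, a log2 fold change of -3.59 (standard error 0.15, adjusted p = 2.91e-09 from limma). Agtrap had a log2 fold change of -5.16 (standard error 0.124, adjusted p = 5.60e-12). Kng2 was -6.75 ± 0.10 (SD, n = 3) in SHRSP and -8.98 ± 0.25 (SD, n = 3) in SHRs, a log2 fold change of 2.23 (standard error 0.338, adjusted p = 9.62e-04). As no SHR array was well above background for Kng2, its bound is at least 1.08-fold higher, and with low signals raised to the lowest signal well above background its log2 fold change was 0.11. The probe of Agtrap lies on chromosome 5 of rn4, from 165154364 to 165154423, that of Kng2 on chromosome 11, from 80172931 to 80172990, and that of Ephx2 on chromosome 15, from 45535737 to 45538220.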

Our results revealed that G-3 genes included 3 typical blood pressure-related genes, *Ephx2*, *Kng2* and *Agtrap* (Table II, G-3; GO:0003013, circulatory system process). These 3 genes isolated from the SHRSP at 3 weeks of age were not isolated from the SHRs at 3 weeks of age, but were isolated from the SHRs at 6 weeks of age (Table II). These results indicated that the expression of genes related to BP control proceeds more rapidly in SHRSP than in SHRs during their development.

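In SHRs against WKY rats at 3 weeks of age, the log2 fold change was 0.03 for Ephx2 (standard error 0.15, adjusted p = 9.59e-01 from limma) and -0.20 for Agtrap (standard error 0.124, adjusted p = 4.52e-01). Kng2 was not well above background on any of these 6 arrays. At 6 weeks of age it was -3.55 for Ephx2 (standard error 0.15, adjusted p = 1.07e-09) and -4.65 for Agtrap (standard error 0.124, adjusted p = 8.05e-12). Kng2 was at least 2.21-fold higher in SHRs at this age, with a log2 fold change of 3.05 (standard error 0.338, adjusted p = 2.08e-05).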

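The difference of SHRs from WKY rats changed between 3 and 6 weeks of age by -3.58 for Ephx2 (standard error 0.211, adjusted p = 2.19e-07) and by -4.45 for Agtrap (standard error 0.176, adjusted p = 2.57e-09) on the log2 scale, tested as a contrast of the 4 groups in limma. In SHRSP, with the labels as given, the order of the ages was the opposite one. An exchange of the SHR and SHRSP labels at either age stays open and would give this as well. SHRSP at 3 weeks differed from WKY rats of that age by a log2 fold change of -3.57 for Ephx2 (adjusted p = 1.08e-09) and of -5.36 for Agtrap (adjusted p = 2.22e-12). At 6 weeks SHRSP differed from WKY rats by 0.20 for Ephx2 (adjusted p = 3.47e-01) and by 0.25 for Agtrap (adjusted p = 1.45e-01). Kng2 was at least 1.22-fold higher in SHRSP than in WKY rats at 3 weeks, and was not well above background in SHRSP or WKY rats at 6 weeks. From the presence of these genes in SHRSP at 3 weeks and in SHRs only at 6 weeks, the paper reasons that the expression of genes for BP control proceeds faster in SHRSP.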

The IPA path explorer tool revealed one interaction among G-3 genes and 8 self-controlling genes (Fig. 3). 

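The probe of Agt lies on chromosome 19 of rn4, from 54738614 to 54738673. At 3 weeks of age the log2 normalized signal of Agt was -0.07 ± 0.41 (SD, n = 3) in SHRSP and -2.30 ± 0.05 (SD, n = 3) in SHRs, a log2 fold change of 2.23 (standard error 0.188, adjusted p = 3.34e-06 from limma). Without replicate 2 of SHRSP it was 2.00. At 6 weeks of age Agt was lower in SHRSP, at 0.44 ± 0.04 (SD, n = 3) against 1.67 ± 0.11 (SD, n = 3), which is 2.35-fold (adjusted p = 1.16e-03) and under the 4-fold limit. Zbtb16 at 3 weeks was 3.99-fold higher in SHRSP than in SHRs (adjusted p = 2.55e-02).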

One of the G-3 genes, *Agt*, interacted with another G-3 gene, *Agtrap*, and *Agt* also interacted with 2 G-4 genes, *Agtrap* and *Zbtb16* (Fig. 3). These results suggest that *Agt*, *Agtrap* and *Zbtb16* play pivotal roles in causing stroke-prone symptoms. Moreover, G-4 genes including 9 self-controlling genes (Fig. 3), and self-control genes, such as *Agtrap*, *Ephx2*, *Apoh*, *Ryr1* and *Zfp597*, were expressed in the 3- and 6-week-old SHRSP.

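The change in the log2 fold change of SHRSP against SHRs from 3 to 6 weeks of age was -3.46 for Agt (standard error 0.265, adjusted p = 7.78e-07 from a contrast of the 4 groups in limma) and -4.76 for Zbtb16 (standard error 0.726, adjusted p = 7.70e-04), which rests on a fitted signal below background in SHRSP at 6 weeks. Against WKY rats, Agt in SHRSP was 1.89-fold higher at 3 weeks (adjusted p = 2.93e-03) and 1.35-fold higher at 6 weeks (adjusted p = 1.01e-01). For the changes with age, an exchange of the SHR and SHRSP labels at either age stays open. From the relation of Agt with Agtrap and Zbtb16, the paper proposes that these 3 genes are central to stroke-prone symptoms.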

In order to detect further interactions between SHRSP-specific G-3 and G-4 genes, we applied the IPA path explorer tool, suggested the presence of one gene that assisted these interactions, and found such a condition when we proposed tumor protein p53 (*Tp53*) (51), which interacts directly with specific target DNA sequences to regulate gene expression. The presence of *Tp53* facilitated interactions between 2 G-3 genes, *Agt* (18) and *Apoh* (19), and 3 G-4 genes, *Apoh*, *Vegfb* (52) and *Banp* (51) (Fig. 3).

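The log2 signal of Vegfb at 6 weeks was -8.55 ± 0.18 (SD, n = 3) in SHRSP and -0.49 ± 0.12 (SD, n = 3) in SHRs, at least 77.7-fold lower in SHRSP (adjusted p = 7.97e-14).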

### SHRSP-specific G-3 and G-4 genes related to stroke

Four enriched G-3 genes were categorized as GO:0003013 (circulatory system process). These genes were expected to participate in blood pressure control and the pathogenesis of stroke. Moreover, 2 enriched G-3 genes, *Apoh* and *Hrg*, were categorized as GO:0051918 (negative regulation of fibrinolysis) (Table II, G-3). 

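Apoh was -2.50 ± 0.16 (SD, n = 3) on the log2 scale in SHRSP at 3 weeks of age and was not well above background on any SHR array, at least 20.4-fold higher in SHRSP (adjusted p = 1.97e-06 from limma). Its probe lies on chromosome 10 of rn4, from 97732840 to 97732899. Hrg was 1.31 ± 0.10 (SD, n = 3) in SHRSP and -0.96 ± 0.10 (SD, n = 3) in SHRs, a log2 fold change of 2.28 (standard error 0.121, adjusted p = 2.66e-08). Its probe lies on chromosome 11, from 80248652 to 80248711. Against WKY rats of 3 weeks, Apoh did not differ in SHRSP (log2 fold change -0.22, adjusted p = 7.36e-01), and Hrg was 8.01-fold higher (adjusted p = 6.78e-10).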

Since *Apoh* has been implicated in various physiological pathways, including lipoprotein metabolism, coagulation and the production of antiphospholipid autoantibodies, we hypothesized that it may participate in the genesis of atherosclerosis and stroke. *Hrg* possesses antimicrobial activity, and the incorporation of *Hrg* into fibrin clots facilitates bacterial entrapment and killing and promotes inflammation. Since vascular inflammation is known to trigger atherosclerosis, *Hrg* influences atherosclerosis and susceptibility to strokes.

Two out of the 5 enriched G-4 genes, *Apoh* and *Hrg* were categorized as GO:0051918 (negative regulation of fibrinolysis), while the remaining 3 genes, chemokine (C-C motif) receptor 1 (*Ccr1*), leukocyte immunoglobulin-like receptor B-3-like (*Lilrb3l*) and *Zbtb16* were categorized as GO:0030097 (hemopoiesis) (Table II, G-4): *Ccr1* encodes a member of the β-chemokine receptor family. 

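Hrg at 6 weeks of age was -1.36 ± 0.16 (SD, n = 3) on the log2 scale in SHRSP and 1.03 ± 0.18 (SD, n = 3) in SHRs, a log2 fold change of -2.39 (standard error 0.121, adjusted p = 1.31e-08 from limma). Lilrb3l was not well above background on any SHR array, and was at least 3.16-fold higher in SHRSP (adjusted p = 8.65e-04). It did not pass with slide as a block, in a fit that rests on 1 SHRSP array. A second probe of Lilrb3l was not well above background in either group. Ccr1 was -8.51 ± 0.51 (SD, n = 3) in SHRSP and -6.29 ± 0.55 (SD, n = 3) in SHRs, a bound of at least 1.39-fold lower in SHRSP.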

Knockout studies on the mouse homolog suggested roles for this gene in host protection from inflammatory responses, and susceptibility to viruses and parasites. *Lilrb3l* is a receptor for the major histocompatibility complex class I antigen (MHC-I), and may play a physiological role in the brain for neuronal circuitry stability by inhibiting synaptic plasticity. *Zbtb16* encodes a protein which is located in the nucleus. It is involved in cell cycle progression and interacts with a histone deacetylase.

### Genes related to ADHD and Huntington's disease

We previously examined gene expression profiles in the brain, and found that 6 SHRSP-specific genes isolated from the rats at 6 weeks of age (*Agtr1b*, *Arc*, *Egr2*, *Fos*, *Hspa1b* and *Snca*) were annotated to ‘behavior' and were suggested to participate in the genesis of ADHD (5). In the present study, we investigated gene expression profiles in the kidneys, and unexpectedly found that 6 SHRSP-specific genes isolated from the rats at 6 weeks of age (*Banp*, *Ephx2*, *Rbfox1*, *Rxrg*, *Ryr1* and *Zbtb16*) were annotated to ‘Huntington's disease' (Table IV, G-4). 

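Of the 6 genes, 5 passed the 4-fold limit and the test, 3 of the 6 were higher in SHRSP and 3 were lower. Ephx2 was higher in SHRSP by a log2 fold change of 3.75 (standard error 0.15, adjusted p = 1.24e-09 from limma). At 3 weeks of age Rxrg was 7.45-fold higher in SHRSP than in SHRs (adjusted p = 2.47e-08) and Banp 2.11-fold higher (adjusted p = 3.64e-03), both opposite in sign to 6 weeks. The change between the ages was -7.48 for Rxrg (standard error 0.214, adjusted p = 1.92e-11) and -3.41 for Banp (standard error 0.274, adjusted p = 1.21e-06), tested as a contrast of the 4 groups in limma. An exchange of the SHR and SHRSP labels at either age stays open and would also give such changes.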

*Tp53* was also found to be involved in ‘Huntington's disease' (33,52). These findings suggested the participation of common genes in the genesis of symptoms related to ADHD and Huntington's disease (Table IV, G-4).

### Conclusion

SHR-specific genes isolated from the kidneys of 3-week-old rats included possible candidate genes that trigger hypertension (*Bcl6* and *Sox2*), and SHRSP-specific genes isolated from the kidneys of 3-week-old rats included possible candidate genes that trigger stroke, such as *Agt*, *Agtrap* and *Apoh*. The results obtained from SHRSP-specific genes isolated from the kidneys of 6-week-old rats included 6 genes that have been functionally annotated to Huntington's disease (*Banp*, *Ephx2*, *Rbfox1*, *Rxrg*, *Ryr1* and *Zbtb16*). These results implicate these genes in the involuntary movement associated with Huntington's disease as well as ‘attention-deficit hyperactivity' observed in ADHD.

## Figures and Tables

**Figure 1:**
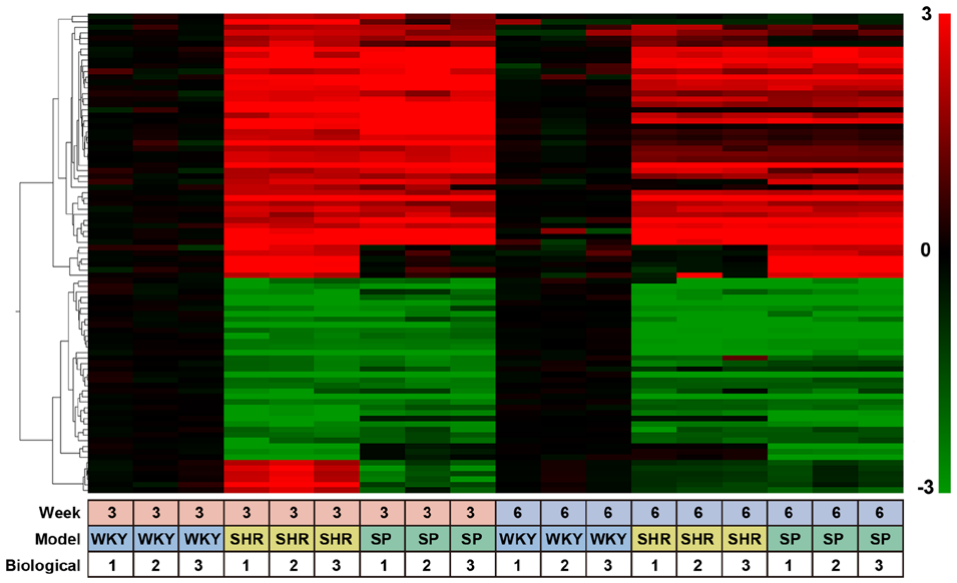
Heatmap of SHR- and SHRSP-specific probes. A heat map of SHR- and SHRSP-specific probes isolated from the kidneys of 3- and 6-week-old rats. Data were obtained with 353 probes for 3 rat strains, WKY rats, SHRs and SHRSP, under 18 different experimental conditions (3 different rat strains, 2 different rat ages, and triplicate experiments). The data obtained with G-1 probes, i.e., 87 out of 353 probes (Table I), were clustered based on their biological function and expression profiles using a hierarchical clustering program and Spearman's rank correlation. The values used for clustering were obtained by microarray experiments as described in the Materials and methods. The color bar at the right side of the panel indicates the log2 ratio for SHRs and SHRSP at 3 or 6 weeks of age vs. WKY rats at 3 or 6 weeks of age. The bottom panel (small boxes) indicates the experimental conditions, i.e., examined at 3 or 6 weeks of age, 3 different rat strains, and triplicate experiments. SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs; WKY rats, Wistar-Kyoto rats.

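Over the 73 probes counted as G-1 here, the log2 ratios of the 6-week-old rats against WKY rats of the same age share no array with the choice of the probes. In SHRs at 6 weeks of age, 60 of the 73 probes had the same sign as in SHRs at 3 weeks, and 37 passed the 4-fold limit and the test in the same direction. In SHRSP at 6 weeks of age, 64 had the same sign as in SHRs at 3 weeks, and 44 passed in the same direction. Across these probes the log2 ratios of SHRs at 3 weeks correlated with those of SHRs at 6 weeks with r = 0.77 and with those of SHRSP at 6 weeks with r = 0.91. The probes had been chosen for a large ratio and are not independent replicates, so no test was made on these correlations.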

**Figure 2:**
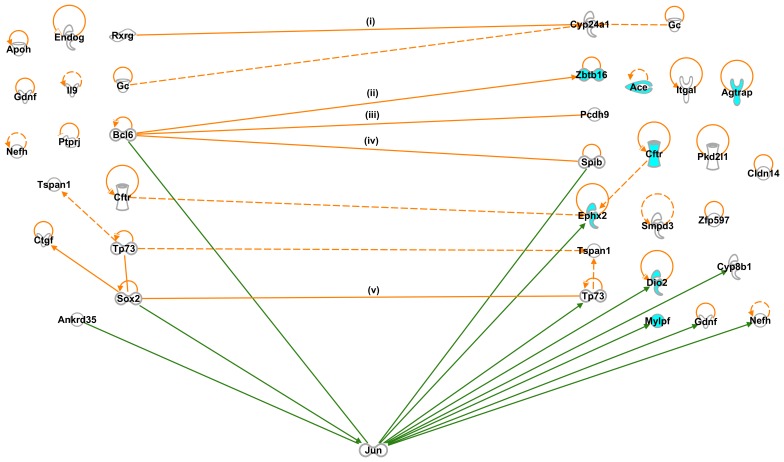
Analyses of interactions among SHR-specific genes. Interactions among SHR-specific genes isolated when the rats were 3 and 6 weeks old were analyzed using IPA. The figure shows the gene-to-gene correlations identified. Genes were represented as nodes and the biological relationship between 2 nodes was represented as an edge (line). Edges signified different correlation's: solid lines represent direct interactions or associations and dotted lines represent indirect interactions or associations. Nodes were displayed using various shapes that represented the functional class of the gene product (refer to IPA for detailed node information). The 15 nodes on the left represented SHR-specific genes isolated at 3 weeks of age and the 21 nodes on the right represented SHR-specific genes isolated at 6 weeks of age. Interactions among SHR-specific genes were represented as orange edges and direct interactions between G-1 and G-2 genes were indicated by (i–v). Interactions after proposing the presence of Jun were represented as green edges. Nodes colored light blue represented BP-regulating genes categorized into GO:0003013 (circulatory system process) by DAVID (Table II) and/or categorized into cardiovascular disease (hypertension) by IPA (Table IV) at 6 weeks of age. SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs; IPA, Ingenuity Pathway Analysis; BP, blood pressure.

**Figure 3:**
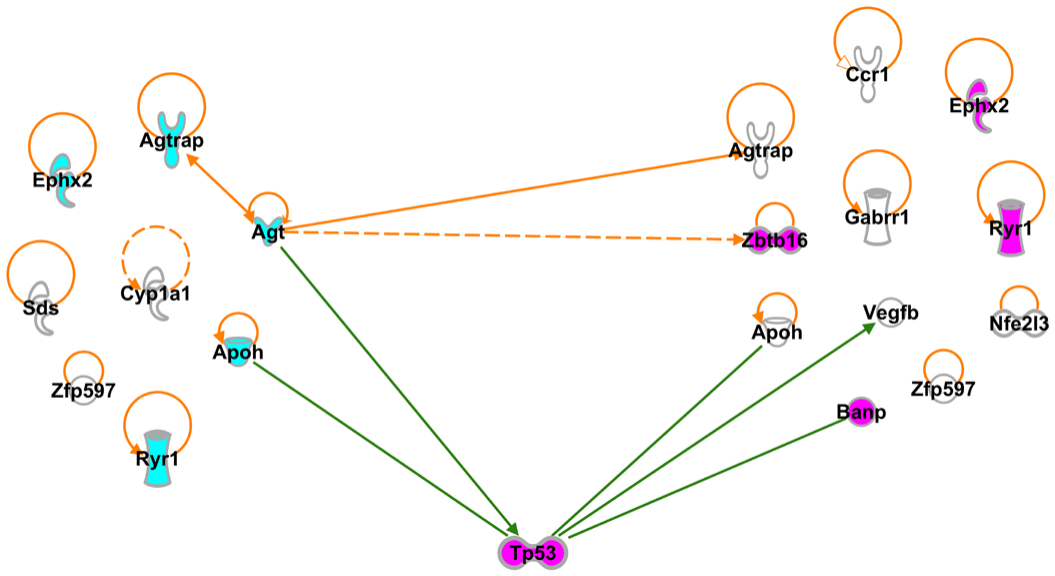
Analyses of interactions among SHRSP-specific genes. Interactions among SHRSP-specific genes isolated when the rats were 3 and 6 weeks of age were analyzed using IPA. The 8 nodes on the left corresponded to SHRSP-specific genes isolated at 3 weeks of age, while the 11 nodes on the right corresponded to SHRSP-specific genes isolated at 6 weeks of age. Nodes colored light blue represented BP-regulating genes categorized into GO:0003013 (circulatory system process) by DAVID (Table II) and/or categorized into cardiovascular system development and function (development of cardiovascular system) by IPA (Table IV) at 3 weeks of age, and nodes colored pink represented Huntington's disease-related genes categorized into hereditary disorder (Huntington's disease) at 6 weeks of age. SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs; IPA, Ingenuity Pathway Analysis; BP, blood pressure.

**Table I:** Comparison of the number and classification of SHR- and SHRSP-specific probes between the 2 pairs of rat strains.

	SHRs/WKY rats		SHRSP/SHRs		All
	G-1 3 weeks old	G-2 6 weeks old	G-3 3 weeks old	G-4 6 weeks old	
All probes isolated	87	156	57	53	353
Mapped probes	72	102	35	32	241
Unmapped probes	15	54	22	21	112
Unique genes identified	69	96	35	32	232
Upregulated	44	51	18	19	132
Downregulated	25	45	17	13	100
Enriched GO terms	3	4	2	2	11
Enriched genes	26	24	6	5^a^	61

Number of SHR- and SHRSP-specific probes isolated from kidneys as described in the Materials and methods section; 232 out of the 353 isolated probes corresponded to unique genes with Entrez Gene IDs. Using DAVID web tools, 232 unique genes were categorized based on GO terms and 11 significantly enriched GO terms, which included 61 enriched genes, were identified (Table II).

a Three of these 5 genes were categorized into GO:0030097 (hemopoiesis) with P=0.0393 (Table II, G-4). SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs; GO, Gene Ontology; WKY rats, Wistar-Kyoto rats.

**Table II:** Classification and enrichment of SHR- and SHRSP-specific genes.

Group	GO accession	GO term	P-value	Gene symbol	Genes (n)
G-1	GO:0005576	Extracellular region	2.21E-03	*Apoh, Ctgf, Fibin, Gc, Gdnf, Hsd17b13, LOC360919, Nxph1, Serpina3m, Spink3, Spock2, Ucma, Vegfb*	13
	GO:0008289	Lipid binding	3.41E-03	*Acox2, Apoh, Cyp4a2, Gc, Rxrg, Snap91*	6
	GO:0055114	Oxidation reduction	8.72E-03	*Acox2, Akr1c12l1, Cyp4a2, Dhrs7, Hsd17b13, Oxnad1, Rdh16*	7
G-2	GO:0003013	Circulatory system process	4.50E-05	*Ace, Agtrap, Cftr, Ephx2, Glp1r, Kng2, Mylpf*	7
	GO:0055114	Oxidation reduction	3.81E-03	*Acox2, Cyp24a1, Cyp2c11, Dio2, Fmo2, Hsd17b13, Oxnad1, Rdh16, Rdh7*	9
	GO:0010817	Regulation of hormone levels	4.26E-03	*Ace, Dio2, Glp1r, Rdh16, Smpd3*	5
	GO:0006775	Fat-soluble vitamin metabolic process	1.00E-02	*Cyp24a1, Gc, Rdh16*	3
G-3	GO:0003013	Circulatory system process	1.46E-03	*Agt, Agtrap, Ephx2, Kng2*	4
	GO:0051918	Negative regulation of fibrinolysis	5.94E-03	*Apoh, Hrg*	2
G-4	GO:0051918	Negative regulation of fibrinolysis	5.61E-03	*Apoh, Hrg*	2
	GO:0030097	Hemopoiesis	3.93E-02	*Ccr1, Lilrb3l, Zbtb16*	3

SHR- and SHRSP-specific genes were classified into 4 groups (Table I). The members of each group were further categorized with GO terms using DAVID web tools, and genes with significantly enriched GO terms (P<0.01) were identified (except for G-4, GO:0030097). SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs; GO, Gene Ontology.

**Table III:** Validation of microarray data with RT-qPCR data.

A, Primers used for RT-qPCR experiments		
Gene symbol	Forward primer (5′→3′)	Reverse primer (5′→3′)
*Acox2*	AGGATGCCATCTTGTTAACCGAT	GCCCACTCAAACAGGCGTTC
*Apoh*	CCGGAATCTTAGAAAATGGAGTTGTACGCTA	ACAAGCAAAGCCAATGGTGT
*Cftr*	AGCACACTGAACATCACCGAAG	CACCGTGGGGATCTTTACCAT
*Cyp4a2*	CTCCAGCCTGCTTACCCAT	ATTCATGATGCCGATTGTCCCA
*Gc*	CAAGAAATGTGTGCAGATTATTCCGAGA	TCCTCAGTCGTTCCGCCAA
*Gdnf*	AGTGACTCCAATATGCCCGAAG	CCGCCGCTTGTTTATCTGGT
*Hsd17b13*	CTGAACGTGTCTTAAAAGCTATAAACCGTA	CACACGTCTCTGCACGCAAG
*LOC360919*	TATTAGAGGAATATCTGCAAGGCATCGTCA	ATCAATTCTACCGCGCTTGCT
*Oxnad1*	ACGTTACAAAACAGACGACCCAA	AGTCTCTGCCGAAATGTGCTC
*Rxrg*	CTGTCCCCAAAATGTGATGCTTG	AGATCTCAGCCCCTTAAGTAGCAA
*Ucma*	ACAACCGCCAAAACATATGACC	TGCTTCTCTTCCCCAGTTGCT

B, Data used for Spearman's correlation test				
Group	GenBank ID	Gene symbol	FC (RT-qPCR)	FC (microarray)
G-1	NM_001009626	*Apoh*	−10.236	−61.982
G-1	NM_001044770	*Cyp4a2*	4.808	12.786
G-1	NM_012564	*Gc*	2.438	7.929
G-1	NM_019139	*Gdnf*	−1.036	−5.658
G-1	NM_001009684	*Hsd17b13*	−2.432	−9.747
G-1	NM_001108356	*LOC360919*	−1.252	−5.247
G-1	NM_031765	*Rxrg*	−3.023	−10.778
G-1	NM_001106121	*Ucma*	2.370	7.026
G-2	NM_145770	*Acox2*	2.908	7.567
G-2	NM_031506	*Cftr*	5.125	6.202
G-2	NM_012564	*Gc*	3.866	7.719
G-2	NM_001009684	*Hsd17b13*	−2.097	−11.823
G-2	NM_001107295	*Oxnad1*	−1.199	23.616
G-3	NM_001009626	*Apoh*	9.843	51.420
G-4	NM_001009626	*Apoh*	−8.046	−69.883

RT-qPCR, reverse transcription-quantitative polymerase chain reaction; FC (RT-qPCR), fold change based on the results obtained with RT-qPCR; FC (microarray), fold change based on the results obtained with microarray analyses.

**Table IV:** SHR- and SHRSP-specific genes classified based on disease-related or functional annotations.

Group	Category	Diseases or functions annotation	P-value	Gene symbol	Genes (n)
G-1	Endocrine system disorders	Idiopathic pancreatitis	3.57E-06	*Cftr, Spink3*	2
	Digestive system development and function	Abnormal morphology of duodenum	5.23E-06	*Cftr, Gdnf, Spink3*	3
	Cell cycle	Arrest in cell cycle progression of pheochromocytoma cell lines	7.44E-05	*Galr2, Tp73*	2
	Cellular growth and proliferation	Cytostasis of bone cancer cell lines	9.91E-05	*Bcl6, Tp73*	2
	Cellular growth and proliferation	Stimulation of connective tissue cells	1.51E-04	*Gdnf, Il9, Sox2*	3
	Lipid metabolism	Abnormal quantity of lipids	2.60E-04	*Cftr, Cyp8b1, Gc, Rdh16*	4
G-2	Vitamin and mineral metabolism	Metabolism of vitamin	8.05E-06	*Cyp24a1, Cyp2c11, Gc, Rdh16, Rdh7*	5
	Lipid metabolism	Abnormal quantity of lipid	4.99E-05	*Cftr, Cyp24a1, Cyp8b1, Gc, Rdh16*	5
	Lipid metabolism	Metabolism of 14,15-epoxyeicosatrienoic acid	8.86E-05	*Cyp2c11, Ephx2*	2
	Reproductive system disease	Asthenozoospermia	1.27E-04	*Cftr, Ros1, Tekt3, Zbtb16*	4
	Cardiovascular disease	Hypertension	7.27E-03	*Ace, Acox2, Dio2, Fibin, Fmo2, Inmt, Myo16, Zbtb16*	8
G-3	Lipid metabolism	Quantity of 12-hydroxyeicosatetraenoic acid	7.98E-07	*Agt, Cyp1a1, Ephx2*	3
	Cellular movement	Infiltration by dendritic cells	1.56E-04	*Agt, Hrg*	2
	Molecular transport	Uptake of norepinephrine	2.67E-04	*Agt, Agtrap*	2
	Cardiovascular system development and function	Development of cardiovascular system	1.46E-03	*Agt, Apoh, Ephx2, Hrg, Ryr1, Vegfb*	6
G-4	Hereditary disorder	Huntington's disease	2.71E-05	*Banp, Ephx2, Rbfox1, Rxrg, Ryr1, Zbtb16*	6
	Skeletal and muscular disorders	Skeletal muscle spasticity	3.70E-04	*Gabrr1, Ryr1*	2
	Carbohydrate metabolism	Binding of 1,2-dioleoylphosphatidylserine	7.70E-04	*Apoh*	1
	Cancer	Hypoxia of malignant tumor	7.70E-04	*Hrg*	1
	Cancer	Uterine serous papillary cancer	1.09E-03	*Micb, Nfe2l3, Zbtb16*	3

IPA was used to identify categories (disease or functional annotations) associated with SHR- and SHRSP-specific genes. P-values were calculated using the right-tailed Fisher's exact test in order to determine the significant enrichment of genes in each functional category. The results obtained were aligned while taking the group number, P-values, and molecule numbers into consideration. GenBank gene symbols for each gene are shown. IPA, Ingenuity Pathway Analysis; SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs.

**Table V:** List of SHR- and SHRSP-specific genes.

Group	GS	Description	GenBank ID	FC	P-value	(Refs.)
G-1	*Acox2*	Acyl-CoA oxidase 2, branched chain	NM_145770	8.194	1.05E-06	
	*Akr1c12l1*	Aldo-keto reductase family 1, member C12-like 1	NM_001135744	4.772	1.11E-04	
	*Ankrd35*	Ankyrin repeat domain 35	XM_001063190	−4.364	9.02E-03	(42)
	*Apoh*	Apolipoprotein H (β-2-glycoprotein I)	NM_001009626	−61.982	2.15E-04	
	*Bcl6*	B-cell CLL/lymphoma 6	NM_001107084	4.010	4.99E-03	(9–13)
	*Cftr*	Cystic fibrosis transmembrane conductance regulator	NM_031506	6.434	4.16E-03	(20,36)
	*Ctgf*	Connective tissue growth factor	NM_022266	4.746	7.61E-04	(38,40)
	*Cyp4a2*	Cytochrome P450, family 4, subfamily a, polypeptide 2	NM_001044770	12.786	6.75E-04	
	*Cyp8b1*	Cytochrome P450, family 8, subfamily b, polypeptide 1	NM_031241	4.822	6.02E-04	
	*Dhrs7*	Dehydrogenase/reductase (SDR family) member 7	NM_001013098	14.138	1.16E-03	
	*Endog*	Endonuclease G	NM_001034938	−4.151	2.54E-05	
	*Fibin*	Fin bud initiation factor homolog (zebrafish)	NM_001025042	4.089	5.41E-03	
	*Galr2*	Galanin receptor 2	NM_019172	−5.289	7.51E-03	
	*Gc*	Group-specific component	NM_012564	7.929	2.12E-05	(35)
	*Gdnf*	Glial cell derived neurotrophic factor	NM_019139	−5.658	4.27E-04	
	*Hsd17b13*	Hydroxysteroid (17-β) dehydrogenase 13	NM_001009684	−9.747	4.47E-05	
	*Il9*	Interleukin 9	NM_001105747	−4.291	7.71E-04	
	*LOC360919*	Similar to α-fetoprotein	NM_001108356	−5.247	8.04E-06	
	*Nefh*	Neurofilament, heavy polypeptide	NM_012607	4.214	8.78E-04	
	*Nxph1*	Neurexophilin 1	NM_012994	4.709	9.34E-03	
	*Oxnad1*	Oxidoreductase NAD-binding domain containing 1	NM_001107295	27.732	3.78E-05	
	*Ptprj*	Protein tyrosine phosphatase, receptor type, J	NM_017269	−4.285	8.21E-05	
	*Rdh16*	Retinol dehydrogenase 16 (all-trans)	NM_199208	5.014	1.25E-03	
	*Rxrg*	Retinoid X receptor gamma	NM_031765	−10.778	1.92E-04	(34)
	*Serpina3m*	Serine (or cysteine) proteinase inhibitor, clade A, member 3M	XM_001067511	21.327	1.09E-05	
	*Snap91*	Synaptosomal-associated protein 91kDa	NM_031728	4.424	2.23E-04	
	*Sox2*	SRY (sex determining region Y)-box 2	NM_001109181	−7.694	1.17E-05	(14,15,38)
	*Spink3*	Serine peptidase inhibitor, Kazal type 3	NM_012674	4.448	1.33E-03	(21)
	*Spock2*	Sparc/osteonectin, cwcv, and Kazal-like domains proteoglycan (testican) 2	NM_001108533	7.515	5.69E-06	
	*Tp73*	Tumor protein p73	NM_001108696	10.360	2.34E-05	(14,37)
	*Tspan1*	Tetraspanin 1	NM_001004236	−6.728	4.26E-05	(37)
	*Ucma*	Upper zone of growth plate and cartilage matrix associated	NM_001106121	7.026	1.06E-05	
	*Vegfb*	Vascular endothelial growth factor B	NM_053549	−340.226	2.71E-06	
G-2	*Ace*	Angiotensin I converting enzyme	NM_012544	−4.207	1.12E-05	(22)
	*Acox2*	Acyl-CoA oxidase 2, branched chain	NM_145770	7.567	1.56E-06	(24)
	*Agtrap*	Angiotensin II receptor-associated protein	NM_001007654	−23.157	2.68E-06	
	*Cftr*	Cystic fibrosis transmembrane conductance regulator	NM_031506	6.202	1.03E-03	(36)
	*Cldn14*	Claudin 14	NM_001013429	−6.099	7.47E-03	
	*Cyp24a1*	Cytochrome P450, family 24, subfamily a, polypeptide 1	BC100059	4.799	1.60E-04	(34,35)
	*Cyp2c11*	Cytochrome P450, subfamily 2, polypeptide 11	NM_019184	9.295	8.44E-03	
	*Cyp8b1*	Cytochrome P450, family 8, subfamily b, polypeptide 1	NM_031241	38.029	2.17E-04	(47)
	*Dio2*	Deiodinase, iodothyronine, type II	NM_031720	5.290	1.47E-03	(23,46)
	*Ephx2*	Epoxide hydrolase 2, cytoplasmic	NM_022936	−10.816	1.56E-05	(36,44)
	*Fibin*	Fin bud initiation factor homolog (zebrafish)	NM_001025042	6.062	7.32E-05	(24)
	*Fmo2*	Flavin-containing monooxygenase 2	NM_144737	5.407	5.45E-05	(24)
	*Gc*	Group-specific component	NM_012564	7.719	6.18E-03	(35)
	*Gdnf*	Glial cell derived neurotrophic factor	NM_019139	−6.710	2.03E-08	(49)
	*Glp1r*	Glucagon-like peptide 1 receptor	NM_012728	−4.181	1.03E-03	
	*Hsd17b13*	Hydroxysteroid (17-β) dehydrogenase 13	NM_001009684	−11.823	8.23E-07	
	*Inmt*	Indolethylamine N-methyltransferase	NM_001109022	5.467	3.43E-06	(24)
	*Itgal*	Integrin αL	NM_001033998	5.943	6.94E-05	
	*Kng2*	Kininogen 2	NM_012741	8.966	3.27E-03	
	*Mylpf*	Myosin light chain, phosphorylatable, fast skeletal muscle	NM_012605	6.139	7.29E-05	(48)
	*Myo16*	Myosin XVI	NM_138893	−19.184	9.42E-05	(24)
	*Nefh*	Neurofilament, heavy polypeptide	NM_012607	4.107	3.37E-06	(50)
	*Oxnad1*	Oxidoreductase NAD-binding domain containing 1	NM_001107295	23.616	1.91E-06	
	*Pcdh9*	Protocadherin 9	NM_001191688	−6.438	2.96E-03	(11)
	*Pkd2l1*	Polycystic kidney disease 2-like 1	NM_001106352	−6.185	4.40E-05	
	*Rdh16*	Retinol dehydrogenase 16 (all-trans)	NM_199208	6.886	1.48E-05	
	*Rdh7*	Retinol dehydrogenase 7	NM_133543	5.287	3.08E-04	
	*Ros1*	ROS proto-oncogene 1, receptor tyrosine kinase	NM_012874	−10.407	4.25E-05	
	*Smpd3*	Sphingomyelin phosphodiesterase 3, neutral membrane	NM_053605	7.269	5.09E-04	
	*Spib*	Spi-B transcription factor (Spi-1/PU.1 related)	NM_001024286	−4.252	3.10E-04	(12,43)
	*Tekt3*	Tektin 3	NM_001024739	4.718	9.84E-03	
	*Tp73*	Tumor protein p73	NM_001108696	7.167	9.02E-03	(14,37,45)
	*Tspan1*	Tetraspanin 1	NM_001004236	−5.135	1.29E-07	(37)
	*Zbtb16*	Zinc finger and BTB domain containing 16	NM_001013181	12.123	2.98E-03	(9,10,24)
	*Zfp597*	Zinc finger protein 597	NM_153732	6.367	2.49E-06	
G-3	*Agt*	Angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	NM_134432	4.423	3.71E-04	(16–18, 25,39)
	*Agtrap*	Angiotensin II receptor-associated protein	NM_001007654	−37.832	2.17E-05	(16,17)
	*Apoh*	Apolipoprotein H (β-2-glycoprotein I)	NM_001009626	51.420	2.89E-04	(19,26)
	*Cyp1a1*	Cytochrome P450, family 1, subfamily a, polypeptide 1	NM_012540	6.820	6.72E-04	
	*Ephx2*	Epoxide hydrolase 2, cytoplasmic	NM_022936	−12.769	2.99E-05	(27)
	*Hrg*	Histidine-rich glycoprotein	NM_133428	4.578	2.22E-05	(28)
	*Kng2*	Kininogen 2	NM_012741	4.436	4.58E-04	
	*Ryr1*	Ryanodine receptor 1 (skeletal)	XM_008759293	-4.021	1.77E-03	(29)
	*Sds*	Serine dehydratase	NM_053962	6.414	5.51E-06	
	*Vegfb*	Vascular endothelial growth factor B	NM_053549	273.620	2.85E-06	(30)
	*Zfp597*	Zinc finger protein 597	NM_153732	5.870	1.51E-04	
G-4	*Agtrap*	Angiotensin II receptor-associated protein	NM_001007654	30.146	5.83E-07	(16,17)
	*Apoh*	Apolipoprotein H (β-2-glycoprotein I)	NM_001009626	−69.883	7.70E-04	(19)
	*Banp*	Btg3 associated nuclear protein	NM_001106191	−5.011	9.76E-06	(31,51)
	*Ccr1*	Chemokine (C-C motif) receptor 1	NM_020542	−4.607	6.91E-03	
	*Ephx2*	Epoxide hydrolase 2, cytoplasmic	NM_022936	13.574	4.56E-06	(31)
	*Gabrr1*	Gamma-aminobutyric acid (GABA) A receptor, rho 1	NM_017291	4.618	9.48E-03	
	*Hrg*	Histidine-rich glycoprotein	NM_133428	−5.193	4.95E-05	
	*Lilrb3l*	Leukocyte immunoglobulin-like receptor, subfamily B (with TM and ITIM domains), member 3-like	NM_001037357	6.280	3.48E-04	
	*Micb*	MHC class I polypeptide-related sequence B	NM_001017468	5.071	2.74E-03	
	*Nfe2l3*	Nuclear factor, erythroid 2-like 3	XM_231763	−4.386	1.95E-04	
	*Rbfox1*	RNA binding protein, fox 1 homolog (*C. elegans*) 1	NM_001106974	4.016	8.02E-04	(32)
	*Rxrg*	Retinoid X receptor gamma	NM_031765	−23.771	2.66E-06	(31,33)
	*Ryr1*	Ryanodine receptor 1 (skeletal)	XM_008759293	6.837	1.84E-04	(31)
	*Vegfb*	Vascular endothelial growth factor B	NM_053549	−263.762	4.74E-07	(52)
	*Zbtb16*	Zinc finger and BTB domain containing 16	NM_001013181	−6.754	3.92E-04	(32,39)
	*Zfp597*	Zinc finger protein 597	NM_153732	−6.243	3.99E-06	

SHRs, spontaneously hypertensive rats; SHRSP, stroke-prone SHRs; GS, gene symbol; FC, fold change of >4- or <−4-fold in expression.

## Abbreviations

ADHD: attention-deficit hyperactivity disorder
BP: blood pressure
DAVID: Database for Annotation, Visualization and Integrated Discovery
FC: fold change
GEO: Gene Expression Omnibus
GO: Gene Ontology
GS: gene symbol
IPA: Ingenuity Pathway Analysis
RT-qPCR: reverse transcription-quantitative polymerase chain reaction
SHRs: spontaneously hypertensive rats
SHRSP: stroke-prone SHRs
WKY rats: (normotensive) Wistar-Kyoto rats

How the deposited data were processed for this re-analysis (not part of the article)

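Kidney RNA of WKY, SHR and SHRSP rats at 3 and 6 weeks of age was measured on 18 one-colour arrays, with 3 biological replicates in each of the 6 groups. Per the file headers, the intensity values were made by Feature Extraction from the scanned images, with spatial detrending, background subtraction, multiplicative detrending and a substitute value for low signals, and they were deposited on a linear scale without any scaling between arrays. The authors then scaled the arrays in the Subio Platform, and the output of that step was not among the files. The values of the series matrix were checked against the processed signal of the scanner files, and 0 of them differed by more than a relative tolerance of 1e-06.

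The condition of each array was taken from its title, and no array was moved to another group on account of its values. The 18 arrays lay on 5 slides scanned on 3 days. Each array gave 42877 spots that were not controls. On a linear scale, the 75th percentile of the spots well above background was 1857 to 3996, and the lowest signal well above background was 12.5 to 35.9. Between 198 and 480 spots per array were marked as not uniform or as outliers among copies of the same probe, and these spots were left out. The log2 signals of the remaining spots of a probe were averaged. A total of 8 probes without a usable spot on some array were left out, and 30359 were fitted.

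The log2 of the 75th percentile of the spots well above background was subtracted from the log2 signals of each array. All 6 groups were fitted together with limma 3.58.1 in R 4.3.3, with a common prior for the spread of the probes, which gave 13.9 degrees of freedom in all, those of the prior included. The comparisons were SHRs against WKY rats and SHRSP against SHRs at each age, as in the paper, and in addition SHRSP against WKY rats at each age and the change of a strain difference from 3 to 6 weeks of age. A probe was tested when it was well above background on all arrays of at least 1 of the groups compared. It was counted when it changed by more than 4-fold with a Benjamini-Hochberg adjusted p under 0.05. The text of the paper defines specific genes by the 4-fold limit, and gives the P-values of Table V without naming the test. Where no array of the dim group was well above background, a bound was computed after signals of the dim arrays under the lowest signal well above background had been raised to it.

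The comparisons, the alternatives and the rule for naming genes were set before the data were examined, as were the tests except those named as chosen later. Genes of Table V were matched to probes by accession, except for Ankrd35, Serpina3m, Cyp24a1, Pcdh9 and Nfe2l3 (by gene name) and Ryr1 (by a synonym). The rule named every gene and comparison of Table V, with the probe of highest mean signal where a gene had several. It also named the other genes of Tables II to IV and Jun, and in each of the 4 comparisons of the paper the 5 named genes with the largest fold change among specific probes whose arrays did not overlap between the groups, where probes without a gene symbol and gene names that begin with LOC or RGD were left out. A further gene set by the rule is not reported here. Gene symbols were taken from a table of RefSeq genes, which mapped 20672 probes. Probe positions are those of the array files, in the rn4 assembly, and 28953 probes had one. Neither the Gene Ontology analysis nor the pathway analysis of the paper was rerun, since their databases were not at hand, and the RT-qPCR values are the paper's. Their rank correlation with the array fold changes was tested with 100000 permutations.

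The alternatives were a 75th percentile over all probes or over probes well above background on all 18 arrays, quantile normalization, normexp background correction with an offset of 50, the series matrix values, low signals raised to the lowest signal well above background, 3 other filters on dim probes, the 4-fold limit alone, unadjusted p-values with a limit of 0.01 from limma or from an ordinary test of each probe alone, array weights, only the 6 arrays compared, arithmetic means, a 2-fold limit, replicate number, slide or scan day as a block, other probes of a gene, a rank correlation, leaving out the genes of Table V, gene names in place of probes, and leaving out each array in turn. Simulated data with 200 probes changed by 3 on the log2 scale were used to test the procedure, which recovered 99.5% to 100% of them, with at most 1 false call per comparison. Lists of marker genes for adrenal gland, liver, skeletal muscle, blood and immune cells, the clock and immediate early genes were tested with camera and fry. The array named 0 of the genes on the lists for sex.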

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

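The tests of the background correction and of splits at a single age were chosen only after the result was seen. The other tests in this part were planned before, but the limits by which the shares of reversed probes were to be read were set only after such shares had been seen, and those shares therefore decide nothing.

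The difference between SHRSP and SHRs changed with age. A total of 153 probes passed the 4-fold limit and the test for a change of the log2 fold change from 3 to 6 weeks of age, 83 upward and 70 downward, and 18 of the 68 genes of Table V were among them. Across 20291 probes the fold changes at the 2 ages correlated with r = -0.39. Of 100 splits of the arrays within both ages, 1 gave as many probes, the real one, and the largest number from another split was 28. An r as far from 0 was also given by 1 of 100, the real one, so a chance division of the arrays at both ages can be excluded for both values, although for r not under every alternative. Splits of both ages also break the strain difference itself. With the groups of 1 age kept and only the arrays of the other divided, 1 of 10 splits gave as many probes in either case, the real one, with at most 28 from another, and 10 splits are too few to exclude chance. Table V lists 7 genes in both G-3 and G-4, and all 7 changed in opposite directions at the 2 ages. Of the 20291 probes, 11072 (54.6%) had opposite signs at the 2 ages and 9219 the same sign, so the reversal is one of the probes that differed and not of all probes. The paper reports the genes of Table V at each age.

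Some technical explanations are argued against by these values. A single wrongly labelled array would leave 1 array out of place, but all 6 arrays of SHRs and SHRSP at 3 weeks lay on the side of the other strain at 6 weeks, over 164 probes chosen at 6 weeks outside Table V. The scaling of the arrays by 1 factor each cannot change r. Quantile normalization, which can, gave -0.405, which argues against the normalization as the whole cause. The background correction stays open for r, which was -0.276 with normexp, where the splits no longer exclude chance. Slides and scan days followed the groups in part. SHRs and SHRSP shared a slide at each age, at 6 weeks through only 1 SHRSP array. With slide or scan day in the model, the difference at 6 weeks rests on that array. With slide in the model 139 probes changed with age, and with scan day 144.

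An exchange of the SHR and SHRSP labels at 1 of the ages stays open, as does a reversal that depends on age, and they cannot be told apart. Of 162 probes outside Table V chosen for a difference past 2-fold at 6 weeks, 84% had the opposite sign at 3 weeks, with r = -0.85 and a slope of -0.73, and of 210 chosen at 3 weeks 73.3% had the opposite sign at 6 weeks. In simulated data the share was 100% with labels exchanged at 6 weeks and 0% with labels in place. Each simulated strain effect was the same at both ages, so these shares were set by construction. A reversal that depends on age was not simulated. Of 86 probes outside Table V past 2-fold at both ages, 5.8% kept their sign. The real shares lie short of the simulated exchange, and probes changing with age would also lower them. These shares do not tell an exchange from a reversal that depends on age. Within the strains as labelled, 156 probes in SHRs and 183 in SHRSP changed past 4-fold from 3 to 6 weeks. With the strains crossed, SHRs at 6 weeks against SHRSP at 3 weeks gave 112 and SHRSP at 6 weeks against SHRs at 3 weeks gave 118, which is 109 fewer in all. This follows in part from the reversal itself and is no separate evidence. If an exchange occurred, the arrays do not tell at which age. The paper's RT-qPCR of Apoh has the same reversal as the arrays, so an exchange would have to lie at or before the RNA samples. If the RT-qPCR used other RNA, an exchange would have to affect both sets of RNA. An effect of age on the strain difference, as the paper reasons, is among the open explanations and was not tested apart from the labels. If labels were exchanged at 1 age, the comparisons of SHRs with WKY rats and of SHRSP with SHRs at that age would each concern the other strain.

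The difference between SHRs and WKY rats also changed with age, for 166 probes, 24 upward and 142 downward. As many probes were given by 3 of 100 splits of the arrays, the real one included, and an r as far from 0 by 3 of 100, so a chance division at both ages can be excluded at that share. All 3 splits with as many probes kept the real groups at 6 weeks. With these kept, 3 of the 10 divisions of the arrays at 3 weeks gave as many probes, so chance is not excluded for the part of the 3-week arrays, and the number may rest on the difference at 6 weeks. With the groups at 3 weeks kept, 1 of 10 did, the real one, which is too few splits to exclude chance. The real r was 0.36, and under several alternatives, normexp and a rank correlation among them, the splits no longer exclude chance for it. The 2 other splits gave 194 and 170 probes, and both placed replicate 1 of SHRs at 3 weeks with 2 WKY arrays of the same slide. With slide as a random effect the number was 173. At 6 weeks SHR and WKY arrays shared no slide, so this cannot remove a slide difference between them. It was 221 without replicate 1 of SHRs at 3 weeks. An exchange of the SHR and SHRSP labels at 1 age, open as above with its share of 84%, may enter this difference too, and an effect of age is open and untested.

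SHRSP and WKY rats were both measured, and the paper gives no list for their comparison. Between them 111 probes passed at 3 weeks, 71 higher and 40 lower in SHRSP, and 165 at 6 weeks, 48 higher and 117 lower. In each comparison 1 of 10 splits gave as many probes, the real one, and with 3 arrays against 3 chance cannot be excluded by this count. The largest number from another split was 1 at 3 weeks and 0 at 6 weeks. With normexp the 2 comparisons together gave 84 probes. The strain is the difference that the design names, and it stays open beside an exchange of labels.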

How the results depend on the processing

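Every alternative in this part was planned. The numbers of specific probes were 73 for G-1, 166 for G-2, 55 for G-3 and 46 for G-4. They stayed within 1.5 times these values under all alternatives except the following, whose causes were not tested unless stated. With normexp background correction the numbers were 32, 36, 18 and 16, those for a change with age were 67 for SHRSP against SHRs and 38 for SHRs against WKY rats, and SHRSP against WKY rats gave 84 at both ages together, against 276. With only probes well above background on all 18 arrays, fewer probes were tested, and the numbers were 29, 64, 17, 16, 78, 84 and 121 in the same order. Low signals raised to the lowest signal well above background gave 106 for G-2. The 2-fold limit, which admits smaller changes by its construction, gave 311, 865, 225 and 180. Without any 1 array, the numbers ran from 73 to 86 for G-1, 169 to 190 for G-2, 57 to 70 for G-3, 52 to 54 for G-4, 148 to 181 and 138 to 221 for the changes with age, and 272 to 312 for SHRSP against WKY rats.

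With normexp the share of specific probes that were higher also changed, and the cause was not tested. It went from 32.5% to 52.8% in G-2, from 43.6% to 55.6% in G-3 and from 63% to 37.5% in G-4. In G-1 it went from 58.9% to 62.5%. With probes above background on all 18 arrays the share was 69%, 35.9%, 52.9% and 50% in G-1 to G-4. In G-3 it was 55.7% without replicate 1 of SHRSP at 3 weeks, and 37.9% to 47.4% without any other array. Array weights gave 87, 170, 70 and 49, and the iterations behind the weights stopped before reaching their tolerance. With slide as a block G-3 gave 49, and with scan day G-1 to G-3 gave 73, 165 and 51. With slide, G-1 rests on 1 SHR array and G-4 on 1 SHRSP array, as does G-4 with scan day. At 6 weeks SHR and WKY arrays shared no slide, directly or through other groups. G-2 was therefore fitted with slide as a random effect, which gave 169 and cannot remove a slide difference between these groups. No pair of G-2 could thus be tested against slide. Of the 95 pairs of Table V, of which 79 passed, 72 passed with slide and 77 with scan day. Those lost with slide were Ctgf, Galr2 and Nxph1 in G-1, Cyp1a1 in G-3, and Lilrb3l, Nfe2l3 and Zbtb16 in G-4. The series matrix values gave the same numbers as the scanner files.

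With replicate number as a block the numbers were 74, 164, 55 and 46, and the block changed the call of 0 of 104 named genes and comparisons. Replicate numbers do not pair the samples. The median r of arrays of different groups with the same number, after removal of group means, was 0.03 over 45 pairs, and 15 of the 45 were over 0.1.

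The correlation of SHRSP against SHRs between the ages was -0.388. It was -0.276 with normexp, -0.278 with probes above background on all 18 arrays and -0.124 as a rank correlation, where 5% or more of the splits of the arrays gave values as far from 0, -0.234 without a filter and -0.252 with probes above background on at least 1 array, where the splits exclude chance, and -0.441 to -0.3 without any 1 array, among them -0.347 without replicate 2 of SHRs at 6 weeks, where the splits also no longer exclude chance. For SHRs against WKY rats it was 0.364, and 0.291 with normexp, 0.331 with low signals raised, 0.321 with probes above background on all 18 arrays, 0.322 without the genes of Table V and 0.15 as a rank correlation, again with 5% or more of the splits as far from 0 in each, 0.271 without a filter and with at least 1 array, and 0.307 to 0.392 without any 1 array, among them 0.367 and 0.335 without replicates 2 and 3 of WKY rats at 3 weeks, where chance is again not excluded. All these values kept their sign. The rank correlation with RT-qPCR was 0.793 to 0.95 under all its alternatives.

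Of the marker lists, 1 of 36 tests passed with camera, 13 with fry and 6 with camera after quantile normalization. Fry asks whether a list changes at all, and camera whether it changes more than other genes.

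Among 104 named genes and comparisons, 84 passed. Normexp took 39 of them under the limit and raised low signals 17, since both compress dim signals. Over 624 values without any 1 array, 13 calls changed, in 10 of the 104: 3 for Nefh in G-1, 2 for Bcl6, and 1 each for Ankrd35, Galr2, Il9, Nxph1 and Snap91 in G-1, Itgal in G-2, and Ccr1 and Gabrr1 in G-4. Under these alternatives only Jun changed direction, in a comparison where it did not differ between the groups. Jun in G-4, at -0.05, ran from -0.24 to 0.21 without any 1 array. The signal over background limits the dim genes most. A fold change against a group below background is a bound, and several bounds lie under 4-fold.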

Differences from the paper's values

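A count is given here as differing when one value is more than 1.5 times the other. A fold change differs when its distance from the paper's on the log2 scale is more than the larger SD of the replicates, so a gene with a small SD can differ within 10%. A fold change that is only a bound differs when the bound is over 1.5 times the paper's.

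The paper gives 32 mapped probes for G-4, and 21 were counted here. Of the 19 alternatives set before the data were examined, 9 did not differ: the 75th percentile over all probes (22), quantile normalization (24), no filter on dim probes (25), probes above background on at least 1 array compared (26), the 4-fold limit alone (22), array weights (23), the unadjusted limma p (22), slide (23) and scan day (23) as a block. The paper's 32 unique genes for G-4 were 20 here, and 6 of 19 alternatives did not differ: quantile normalization (23), no filter (24), at least 1 array (25), array weights (22), slide (22) and scan day (22). The remaining alternatives differed in both.

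The paper gives 44 unique genes with an increase in G-1, and 29 were counted here. Of 19 alternatives 9 did not differ: the 75th percentile over all probes (32) or over probes above background on all 18 arrays (32), quantile normalization (30), no filter (46), at least 1 array (45), the 4-fold limit alone (31), array weights (31), the unadjusted limma p (30) and the replicate block (30). For G-4 the paper's 19 with an increase were 9 here, and 3 of 19 did not differ: at least 1 array (13), slide (13) and scan day (13). For G-3 the paper's 17 with a decrease were 9 here, and 2 of 19 did not differ: no filter (15) and at least 1 array (15). All other alternatives differed. Genes were mapped through RefSeq here and through Entrez Gene in the paper.

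Of the 95 fold changes of Table V, 89 lay within 10% of the paper's. In G-2 the paper's fold of Ace is -4.207, and -2.609 was found, and of 9 alternatives only the gene's other probe, at -4.558, did not differ. The paper's fold of Glp1r is -4.181 against -2.322 here, and again only the other probe, at -4.531, did not differ. The paper's fold of Acox2 is 7.567 against 6.983, and the 75th percentile over all probes (7.399), that over probes above background on all 18 arrays (7.397) and quantile normalization (7.494) did not differ. The same 3 alternatives did not differ for Inmt, the paper's 5.467 against 5.045 (5.345, 5.344 and 5.387), for Tspan1, the paper's -5.135 against -5.564 (-5.252, -5.253 and -5.23), and for Zfp597, the paper's 6.367 against 5.876 (6.226, 6.224 and 6.628). For Cftr, the paper's 6.202 against 5.604, they did not differ either (5.938, 5.936 and 6.055), nor did arithmetic means (5.619) or the other probe (5.724). The other alternatives differed for each of these genes.

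The paper lists 95 genes and comparisons as changed past 4-fold, and 79 passed here. In G-1 those that did not pass were Bcl6, Cyp8b1, Fibin, Il9, Snap91 and Spink3, in G-2 Ace, Glp1r, Itgal, Nefh, Rdh7 and Tekt3, in G-3 Ryr1, and in G-4 Ccr1, Gabrr1 and Rbfox1. Another probe of Ace passed. Without the filter, and with probes above background on at least 1 array compared, 88 passed, among them Cyp8b1, Il9, Snap91, Spink3, Itgal, Rdh7, Tekt3, Ccr1 and Gabrr1, and another probe of Glp1r passed. With both other 75th percentiles 81 passed, among them Bcl6 and Nefh in G-2, and another probe of Fibin in G-1, and with quantile normalization 80, among them Bcl6 and Nefh in G-2 but not Nefh in G-1. The 2-fold limit gave 84, among them Bcl6, Fibin, Ace, Glp1r and Nefh. Fewer passed with normexp (42), low signals raised (62), probes above background on all 18 arrays (35), slide (72) or scan day (77) as a block, array weights (77) and a test of each probe alone (76). Ryr1 in G-3 and Rbfox1 did not pass under any alternative.

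For Oxnad1 in G-2 the paper's RT-qPCR fold is -1.199, and its direction is opposite to that of the array fold of 21.79 found here.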

Other observations

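The tests of the clock genes, of merged loci near one another and of genes without another probe were chosen only after the result was seen.

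In each of the 4 comparisons of the paper, 1 of 10 splits of the arrays gave as many specific probes, the real one, and the largest number from another split was 2. With 3 arrays against 3, chance cannot be excluded by this count.

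A strain variant under a probe could lower its signal without a change of expression. For 29 genes with another detected probe, the median log2 fold change of the other probes in the direction of the first was 1.81 over 65 pairs, and 56 of the 65 moved the same way. In 26 of the 65 the other probe was also specific, and such probes enter once in each direction. Genes also recur across comparisons, so the 65 pairs are not independent and lean towards probes that move together. With that limit, the direction of the other probes argues against a variant as the cause for these genes as a set. In 13 of the 65 pairs the other probe changed by less than 1.5-fold in that direction. For Ptprj the other probe had -0.13 in G-1. For 189 gene names no other probe was detected in any comparison where the gene was specific, and for these a variant and a change of expression cannot be told apart. Vegfb is among the genes with a single probe. A variant alone could not make a difference change its sign with age, as that of Vegfb did, unless labels were exchanged, which stays open.

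Specific genes lay near one another in the genome more often than random sets of tested genes in some comparisons. In G-3, 26 of 48 had another specific gene within 1 Mb, as did 17 of 40 in G-4, which 0 of 10000 random sets reached in either (permutation test with random sets of genes, p = 1.0e-04, the smallest they can give). After genes within 100 kb of each other had been merged, 16 of 41 loci in G-3 and 10 of 35 in G-4 still had a neighbour, reached by 0 and 13 of 10000 sets. Chance positions are argued against there. In G-1, 10 of 66 had a neighbour, which 1449 of 10000 sets reached. In G-2, 36 of 138 had one, reached by 255, but after merging 21 of 128 loci did, reached by 4772. For G-1 and G-2 the counts do not exclude chance positions. Stretches of the genome that differ between SHRSP and SHRs are a candidate explanation for G-3 and G-4, and no biological explanation was tested.

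An index of the clock genes differed between SHRSP and SHRs in the same direction at both ages. The mean log2 fold change of 6 genes of one phase (Dbp, Per1, Per2, Per3, Nr1d1 and Nr1d2) minus that of 3 genes of the other (Arntl, Npas2 and Clock) was 1.42 at 3 weeks (adjusted p = 2.59e-06 from fry) and 1.13 at 6 weeks (adjusted p = 6.83e-05 from fry), with no overlap of the arrays. At 3 weeks 5 of the 6 were higher and 2 of the 3 lower in SHRSP, and at 6 weeks 5 of the 6 and 3 of the 3. A difference in the time of dissection and a difference of the strains cannot be told apart, since the files give no time. The reversal described above for most of the probes that differed was not seen in this index, and of its genes only Clock changed its sign, from 0.45 at 3 weeks to -0.17 at 6 weeks.

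Among lists of marker genes for other tissues, the smallest adjusted p from camera over the 4 comparisons was 5.62e-02, for blood and immune cells in G-4, with a mean log2 fold change of -0.28 and 8 of 8 detected genes lower in SHRSP, and 3.87e-02 after quantile normalization. Skeletal muscle had a mean of -0.85 in G-2 with 4 of 4 detected genes lower in SHRs (adjusted p = 1.15e-01 from camera and 3.50e-04 from fry), and 3.87e-02 from camera after quantile normalization. For adrenal gland, 5 of 11 genes were detected, with means of 0.13, -0.29, 0.04 and 0.18 in G-1 to G-4, and for liver 10 of 16, with -0.09, 0.11, 0.07 and -0.12. None of these passed with camera, while fry gave an adjusted p of 3.31e-02 for adrenal gland in G-2, 3.54e-02 for liver in G-4 and 1.55e-02 for blood and immune cells in G-4. Other tissue in the kidney samples may enter some differences, and these tests do not settle it. The 13 clock genes as a list had 0.07, 0.13, 0.36 and 0.16, with 3.45e-03 from fry and 3.87e-02 from camera after quantile normalization in G-3. The immediate early genes were higher in SHRs in G-1 (mean 0.41, 7 of 8 genes, adjusted p = 4.39e-02 from camera), the only one of 36 tests to pass with camera. In G-4 they were lower in SHRSP (mean -0.35, 7 of 8 genes, adjusted p = 5.62e-02 from camera and 3.54e-02 from fry), and 3.87e-02 from camera after quantile normalization. The sex of the animals could not be examined, since the array named 0 of the genes on the lists for sex.

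Across ages, 37 probes were specific in both G-1 and G-2, all 37 in the same direction. Of 9 probes specific in both G-1 and G-4, 8 had the same direction, and of 21 in both G-2 and G-3, 20 did. Over 229 probes outside Table V, the fold changes against WKY rats of the same age correlated between SHRs at 3 and at 6 weeks with r = 0.575, between SHRSP at 3 and at 6 weeks with 0.377, between SHRSP at 3 weeks and SHRs at 6 weeks with 0.688, and between SHRs at 3 weeks and SHRSP at 6 weeks with 0.619. Of 107 probes past 2-fold between SHRSP and SHRs at both ages, only 6 kept their sign, those of Arntl, Ccl20, Ctgf and Ddit4, named after their values were seen.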
